# Tiered sympathetic control of cardiac function revealed by viral tracing and single cell transcriptome profiling

**DOI:** 10.7554/eLife.86295

**Published:** 2023-05-10

**Authors:** Sachin Sharma, Russell Littman, John D Tompkins, Douglas Arneson, Jaime Contreras, Al-Hassan Dajani, Kaitlyn Ang, Amit Tsanhani, Xin Sun, Patrick Y Jay, Herbert Herzog, Xia Yang, Olujimi A Ajijola

**Keywords:** transcriptomics, stellate ganglion, neuronal subtypes, scRNAseq, sympathetic neurons, neurocardiology, Mouse

## Abstract

The cell bodies of postganglionic sympathetic neurons innervating the heart primarily reside in the stellate ganglion (SG), alongside neurons innervating other organs and tissues. Whether cardiac-innervating stellate ganglionic neurons (SGNs) exhibit diversity and distinction from those innervating other tissues is not known. To identify and resolve the transcriptomic profiles of SGNs innervating the heart, we leveraged retrograde tracing techniques using adeno-associated virus (AAV) expressing fluorescent proteins (GFP or Td-tomato) with single cell RNA sequencing. We investigated electrophysiologic, morphologic, and physiologic roles for subsets of cardiac-specific neurons and found that three of five adrenergic SGN subtypes innervate the heart. These three subtypes stratify into two subpopulations; high (NA1a) and low (NA1b and NA1c) neuropeptide-Y (NPY) -expressing cells, exhibit distinct morphological, neurochemical, and electrophysiologic characteristics. In physiologic studies in transgenic mouse models modulating NPY signaling, we identified differential control of cardiac responses by these two subpopulations to high and low stress states. These findings provide novel insights into the unique properties of neurons responsible for cardiac sympathetic regulation, with implications for novel strategies to target specific neuronal subtypes for sympathetic blockade in cardiac disease.

## Introduction

Cardiac autonomic regulation is exerted by reflex loops consisting of afferent vagal and spinal afferent inputs to the nervous system, and descending control by efferent parasympathetic and sympathetic control (Ardell et al., 2016; Shivkumar et al., 2016). Postganglionic sympathetic neurons responsible for direct cardiac sympathetic neurotransmission are located within the cervico-thoracic sympathetic chain, particularly the stellate ganglia and middle cervical ganglia (Hanna et al., 2017; Rajendran et al., 2019). These stellate ganglion neurons (SGNs) release neurotransmitters that regulate all aspects of cardiac function including inotropy and chronotropy. However, following cardiac injury such as myocardial infarction (MI) and heart failure (HF), SGNs undergo profound structural, neurochemical, and electrophysiologic remodeling, contributing directly to progressive cardiac dysfunction and lethal ventricular arrhythmias such as ventricular tachycardia/fibrillation (Ajijola, 2015; Ajijola et al., 2017; Alston et al., 2011; Gardner et al., 2016; Han et al., 2012). As a result, anti-adrenergic therapies such as beta-adrenergic receptor and neurohormonal blockers remain cornerstone treatments for MI and ventricular arrhythmias (VT/VF) (Gardner et al., 2016; Sana, 2018). Further, interventional and surgical therapies targeting the stellate ganglion (e.g. percutaneous anesthetic blockade and surgical sympathetic denervation, respectively) are increasingly applied clinically (Ajijola et al., 2012; Bourke et al., 2010; Meng et al., 2017).

Despite strong clinical data supporting therapies targeting SGNs to treat cardiac disease, the efficacy of available therapies remains limited, particularly by systemic side effects such as hypotension or renal dysfunction (Lisi et al., 2020; Mets et al., 1992; Rich, 2012; Sica and Black, 2002; Tang and Maroo, 2007). Little is known about the subtypes and properties of neurons that innervate the heart, compared to neurons innervating other tissue beds, for example, skin and paw, that might facilitate the development of more specific targets for therapeutic purposes (Li and Dahlström, 2008; Taniguchi et al., 1994).

Prior work investigating SGN subpopulations focusing on nipple and piloerector neurons used single cell RNA sequencing (scRNAseq) to identify eight subpopulations of neurons within the stellate ganglion (Furlan et al., 2016) in mice. Specifically, five noradrenergic, two cholinergic, and one glutaminergic neuronal subtype were identified, each with unique combinations of transcription factors, neuropeptides, and ion channels. It remains unknown whether a specific subtype of neurons innervates the heart, or whether various subtypes contribute to cardiac adrenergic control.

This study used retrograde viral tracing by injecting adeno-associated viruses (AAVs) into the myocardium of mice to identify and label cardiac-specific SGNs with the reporter green fluorescent protein (GFP). In contrast, the front paws were injected with AAVs encoding the tdTomato fluorescent protein. Ganglia were collected after 4 weeks and subjected to dissociation and scRNAseq, with cells containing GFP or tdTomato able to distinguish cardiac vs. paw-innervating neurons. We found that the heart vs. paws are innervated by three vs. four subtypes of noradrenergic neurons respectively, largely segregated by neuropeptide Y (NPY expression). These subtypes were also identified in porcine and human stellate ganglia. Clinical data implicate NPY signaling in MI, progression of left ventricular dysfunction, ventricular arrhythmias and HF, thus we focused on characterizing neurons based on NPY expression (Ajijola, 2015; Ajijola et al., 2020; Kalla et al., 2020). We find that NPY +vs. NPY- neurons exhibit unique transcriptional profiles, along with unique morphological, neurochemical, and electrophysiologic properties. Functional studies in NPY-expressing neurons ablated mice indicate that NPY is required for maximal cardiac sympatho-excitation. Collectively, these findings shed light on cell-specific cardiac adrenergic regulation with implications for novel therapeutic targeting of adrenergic signaling following cardiac injury.

## Results

### Three unique stellate ganglion neuronal subtypes innervate the heart

We performed scRNAseq on stellate ganglion neurons from eight retrograde-labeled C57BL/6 mice. 

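In the mice of this experiment, an adeno-associated virus carrying GFP was injected into the heart and one carrying tdTomato into the front paws, so that the reporter transcripts mark neurons that project to either organ. Single cells of the stellate ganglia were captured and sequenced with the 10x Genomics system, which tags each captured RNA molecule with a unique molecular identifier (UMI). There is 1 condition, and each mouse is a replicate. The authors mapped the reads to the mouse genome build GRCm38 with Cell Ranger, kept cells with more than 500 and fewer than 6000 genes, fewer than 20000 UMIs and less than 15% mitochondrial RNA, and normalized the counts in Seurat. The values used here are the deposited natural log of 1 plus UMIs per 10000, for 19224 genes, given by symbol, in the 1303 cells that the authors classed as neurons, together with the subtype that the authors gave each neuron. UMI counts were recovered from these values, of which 100% of the nonzero ones lay within 0.01 of a whole number of UMIs, and 88.0% of all values are 0. Each neuron carries a mouse name. 5 of the 8 names, with 1002 neurons, each match 1 sample, all of sequencing batch 2, and these mice are replicates 1 to 5 here. The names of the other mice, with 301 neurons, match no single sample, and their neurons enter only the values pooled over all neurons. Replicates 1 to 5 had 170, 235, 165, 235 and 197 neurons, with between 916296 and 1196621 UMIs per mouse and a median of 1168977. The median number of UMIs per neuron was 3347.5, 2722, 4806, 3165 and 4854 in these mice. By subtype, the median over all neurons was highest in NA3 (6773 UMIs) and NA1a (6524.5) and lowest in Ach1 (2206.5). A value given per mouse is a mean over the cells of a subtype, in mice with at least 10 such cells unless stated, and its SD is over mice. Tests over genes used log2 of the mean UMIs per 10000 plus 0.1 in each mouse and group of cells, with limma, the mouse as a block and Benjamini-Hochberg adjustment, so that the mouse and not the cell is the unit. Single values were compared over mice with exact two-sided sign-flip permutation tests, in which 5 mice cannot give p below 0.0625 and 3 mice cannot give p below 0.25. The subtypes were defined by the authors from these same cells, so that a test between them measures how steady a difference is over mice and is not independent evidence of the grouping.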

We identified cardiac innervating neuronal subpopulations in stellate ganglia after labeling mice retrogradely from the heart using AAV-GFP and from front paws using AAV-tdTomato as a control (Figure 1A, left panel, Figure 1—figure supplement 1A, left panel), *respectively*. We observed regional specificity in stellate ganglia for cardiac vs. paw innervating neurons. Most cardiac-labeled neurons were localized in the cranio-medial region (cardiac pole) of the stellate ganglion while paw labeled neurons were distributed across the stellate ganglion (Figure 1A*, right panel,* Figure 1—figure supplement 1A, *right panel*). We validated the retrograde labeling of SGNs from the heart by staining AAV-GFP injected heart-sections with antibodies against the pan-neuronal marker PGP9.5. In multiple cardiac cross-sections, we found nerve fibers co-labeled with GFP and PGP9.5 antibodies (Figure 1A*, right panel,* Figure 1—figure supplement 2). Since this expression generally requires retrograde transport of AAV to the soma from nerve endings in the heart, GFP expression, and antegrade transport of GFP to cardiac nerve fibers, it confirmed that we successfully labeled postganglionic neurons in the stellate ganglion by cardiac injections.

**Figure 1.**
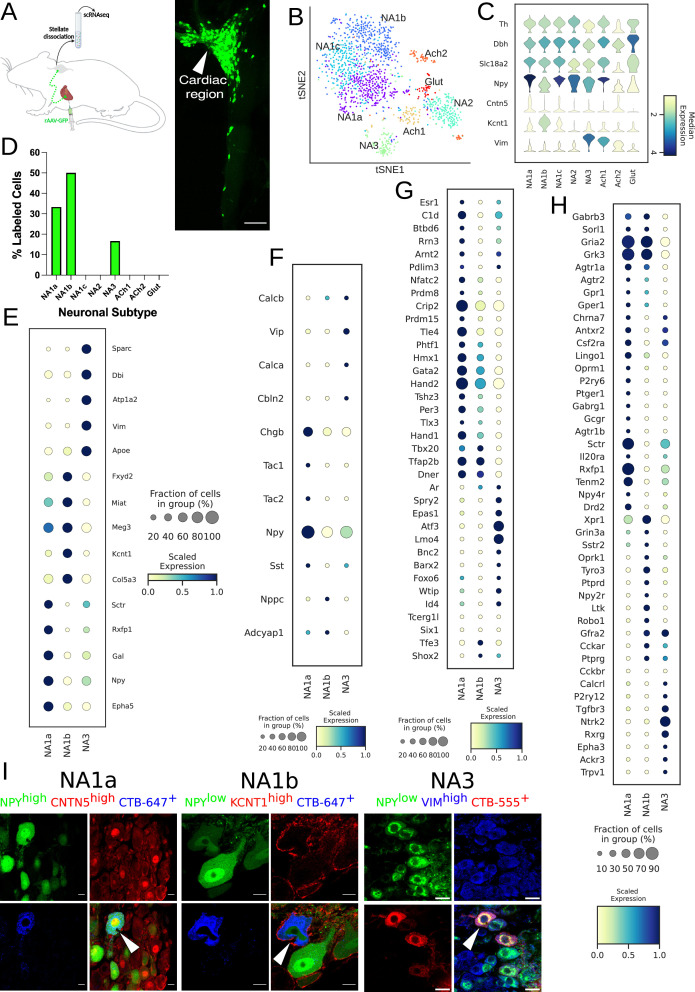
Distribution of cardiac-specific neuronal sub-population in the mouse stellate ganglia. (**A**) Experimental overview, diagrammatic representation of tracing from cardiac (AAV-GFP) neurons to the stellate ganglion, followed by single-cell RNA sequencing (scRNAseq) analysis (left). The CTB labeled right stellate ganglion shows the regional specificity of cardiac neurons (right) in the stellate ganglion. (**B**) tSNE plot visualizes eight Louvain identified neuronal subpopulations with prior annotations. (**C**) Violin plot of key marker genes used to validate the sympathetic cardiac neuronal subtypes. (**D**) Distribution of cardiac neuronal subpopulations in stellate ganglia. n=8 mice. (**E**) Dot-plot shows the transcriptomic profile in each cardiac subtype. Dot-plot shows relative expression of neuropeptides (**F**); transcription factors (**G**); and receptors (**H**) associated with subtypes. (**I**), Immunohistochemistry validation of cardiac innervating neuronal subtypes (NA1a, NA1b, NA3). *Scale bar: 10 and 20* µm.

**Figure 1—figure supplement 1.**
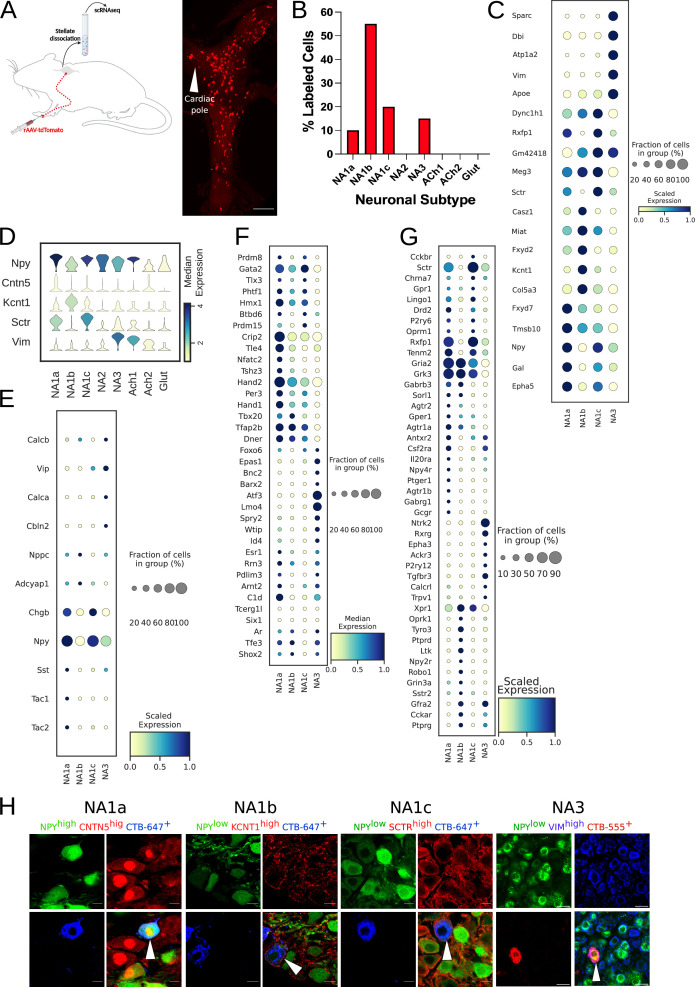
Paw innervating neuronal subpopulation in the mouse stellate ganglion. (**A**) Experimental overview, diagrammatic representation of tracing paw-specific neurons to the stellate ganglion, followed by scRNAseq analysis (left). Unlike cardiac-specific neurons, CTB labeled paw neurons did not show regional specificity in the stellate ganglia (right). (**B**) Distribution of paw innervating neuronal subtypes identified and characterized using scRNAseq data analysis. (n=8 mice). (**C**) Dot-plot shows the transcriptomic profile for each paw innervating neuronal subtype. (**D**) Violin plot of key marker genes used for validation of paw neuronal subtypes. (**E,F,G**) Dot-plot showing relative expression of neuropeptides (**E**), transcription factors (**F**), and receptors (**G**) associated with paw neuronal subtypes. (**H**), Immunohistochemistry validation of paw innervating neuronal subtypes (NA1a, NA1b, NA1c, NA3). n=6. *Scale bar: 10 and 20* µm.

**Figure 1—figure supplement 2.**
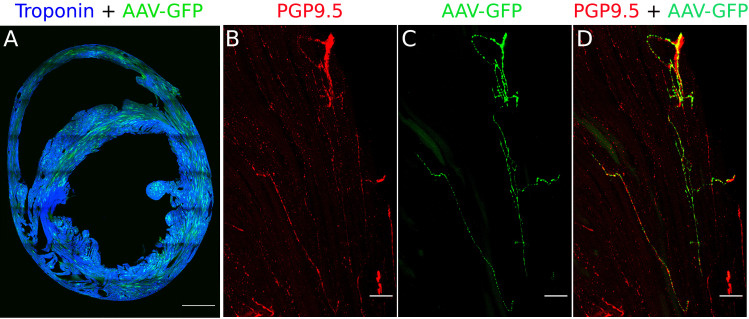
Validation of retrograde tracing of AAVs from myocardium (Heart injections). (**A**) Cross-section of the heart labeled with AAV-GFP (green) and cardiac troponin I. *Scale bar: 1000* µm. (**B**) PGP9.5 staining in nerve fibers of a heart section. (**C**) AAV-GFP labeling in nerve fibers of the heart section. (**D**) Merge image shows the co-labeling of PGP9.5 and AAV-GFP in nerve fibers of the heart-section that travel to the stellate ganglia. n=3 mice. *Scale bar: 50* µm.

**Figure 1—figure supplement 3.**
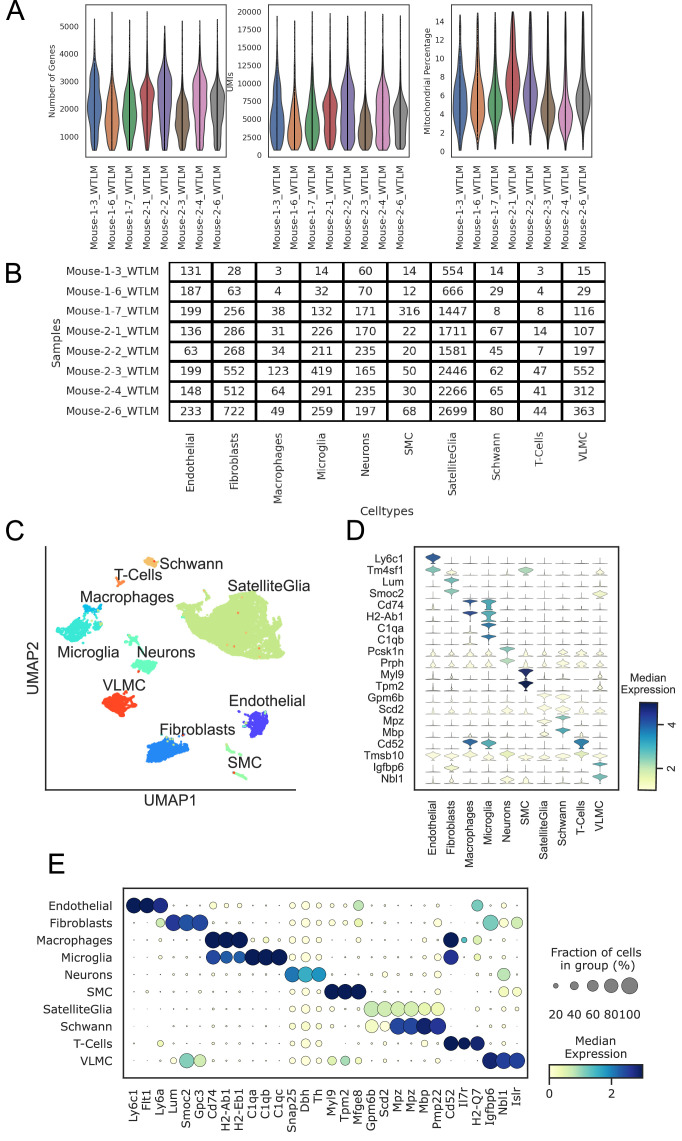
scRNAseq quality control. Samples are indicated with their batch and sample number. (**A**) Violin plots showing the distribution of the number of genes, UMIs, and mitochondrial percentage per cell in 8 WT mice. (**B**) Number of cells in each cell type for each sample in the experiment. (**C**) scRNAseq clustering of all cell types in the stellate ganglion, showing the heterogeneous populations of cells. UMAP clearly shows separation between major cell types. (**D**) Violin plot depicting the top 2 statistically most significant marker genes for each cell type; (**E**) Dot plot shows that different cell types are transcriptionally separable by curated and data driven cell type marker genes. n=8 mice.

**Figure 1—figure supplement 4.**
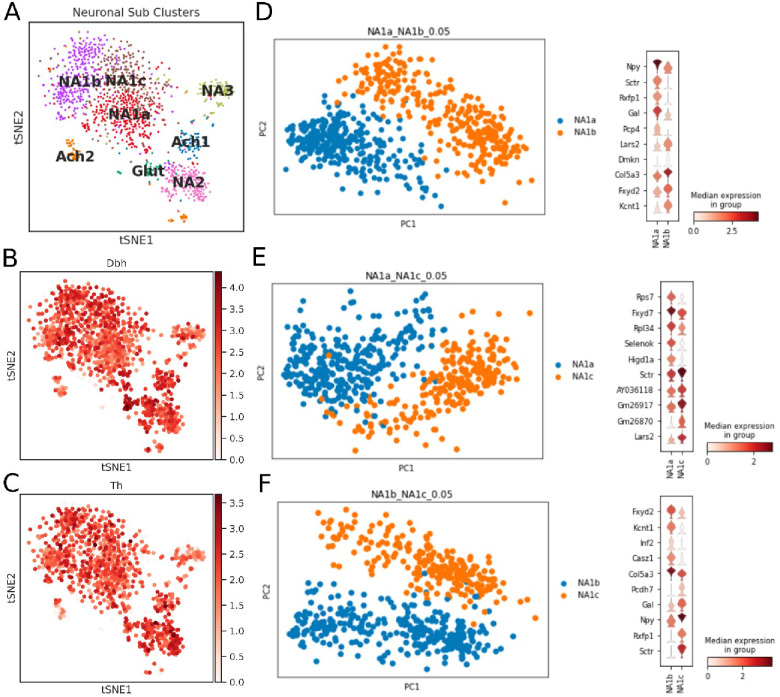
Neuronal subtypes in the bilateral stellate ganglion tissues. (**A**) tSNE visualizes eight Louvain identified neuronal subpopulations with prior annotation (n=8 mice). (**B,C**) Log-scale plots of the neuron population with *Dbh* and *Th* (sympathetic neuron markers). (**D,E,F**) Principal component analysis and violin plot for top 10 markers to visualize the differences among NA1a, NA1b, and NA1c neuronal subtypes.

**Figure 1—figure supplement 5.**
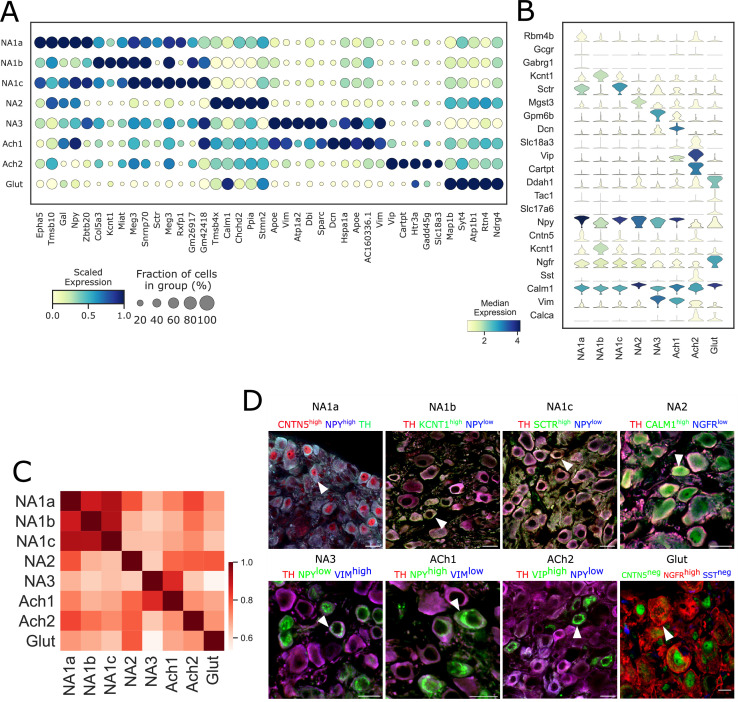
Transcriptomic profiles of each neuronal subtype in stellate ganglia. (**A**) Dot-plot shows different transcriptomic profiles of each neuronal subtype in stellate ganglia. (**B**) Violin plot of expression levels of previously known, and novel marker genes. Genes used to validate the clusters by immunohistochemistry are included. (**C**) Pearson correlation between neuronal subtypes based on mean gene expression in each cluster. (**D**) Immunohistochemistry validation of neuronal subtypes in the stellate ganglion identified by scRNAseq. n=6 mice. Scale bar: 20 µm.

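Over 17321 genes, the mean natural log values of NA1a and NA1b had Pearson's r = 0.921 ± 0.0286 (SD, n = 5 mice), those of NA1a and NA1c 0.917 ± 0.0198 and those of NA1b and NA1c 0.937 ± 0.0185. NA3 had 0.824 ± 0.0280 with NA1a (n = 3 mice). Spearman's correlation was 0.857 for NA1a and NA1b, 0.840 for NA1a and NA1c and 0.839 for NA1b and NA1c, so that the order of the 3 depends on the coefficient. Pooled over all neurons, r was 0.957 for NA1a and NA1b, 0.976 for NA1b and NA1c and lowest, 0.777, for NA3 and Glut. These correlations are across genes, which are not independent replicates.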

**Figure 1—figure supplement 6.**
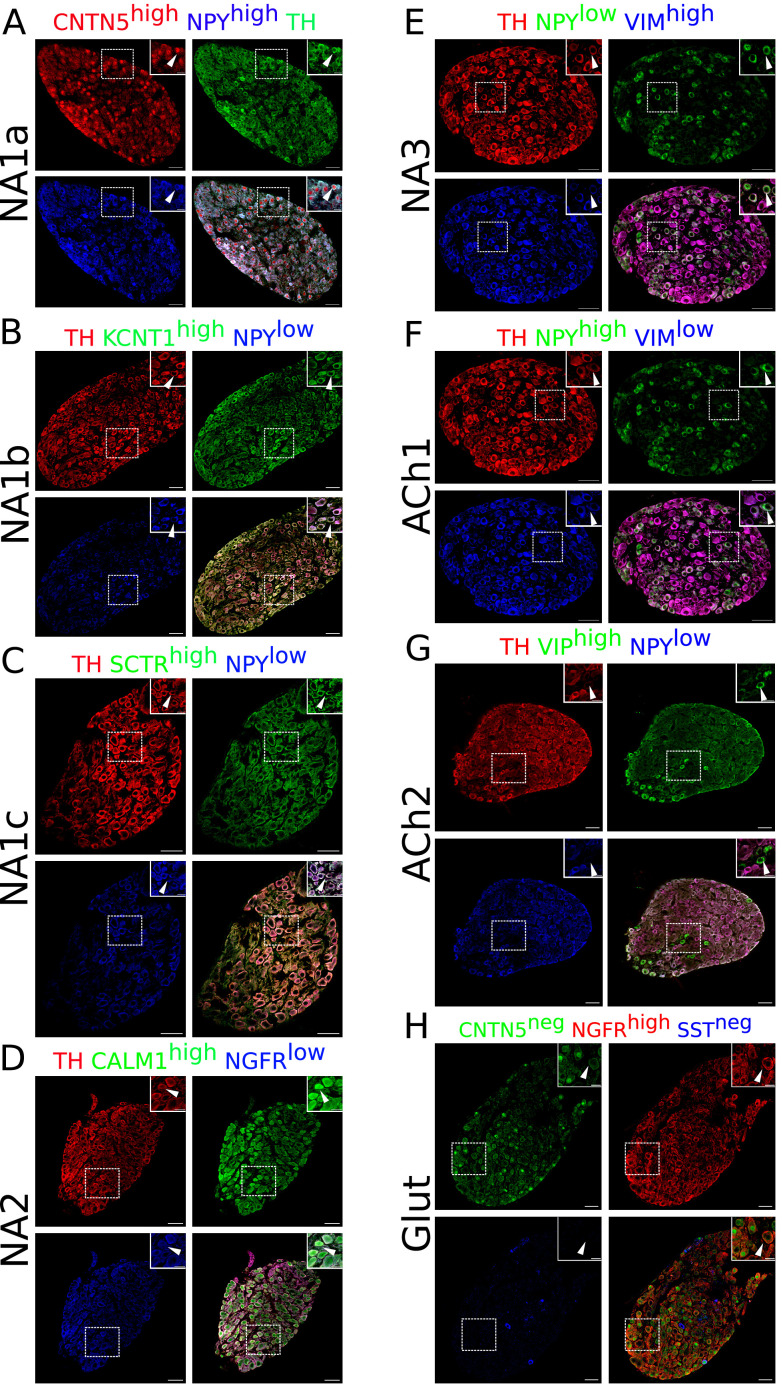
Immunohistochemistry validation of bilateral stellate ganglion neuronal subtypes identified from scRNAseq data analysis. Except NA2 and Glut, all other neuronal subtypes express either high or low *Npy*. NA1a, NA1b, NA1c neurons appeared numerically more compared to the NA2, NA3, ACh1, ACh2, and Glut. (**A**) NA1a neuronal subtypes in the stellate ganglia. NA1a neurons express high *Cntn5* and *Npy* (Inset) and can be easily distinguished from the low *Npy* expressing neurons co-labeled with *Cntn5*^high^. (**B**) Stellate section contains neurons that stained for *Kcnt1* and express either low or high *Npy* but the NA1b subtype can be distinguished by low *Npy* and high *Kcnt1* expression (inset). (**C**) NA1c subtype similar to NA1b contains low *Npy* but higher *Sctr* labeled on the cell borders (inset). (**D**) NA2 neurons are differentiated from the Glut with expression of high *Calm1* and low *Ngfr* while Glut neuronal subtype expresses low *Calm1* and high *Ngfr*. (**E**) NA3 subtype can be separated from ACh1 based on low *Npy* and high Vimentin gene expression whereas ACh1 (**F**); express high *Npy* and low Vimentin. (**G**) ACh2 subtype was separated from others with low *Npy* and high *Vip* expression. (**H**) Gluts expressed high *Ngfr* expression and are negative for *Cntn5* and *Sst*. In insets, all subtypes are marked for each group and their magnified view is shown in the upper right corner of the figure. n=6. Scale bars 50 and 20 µm.

**Figure 1—figure supplement 7.**
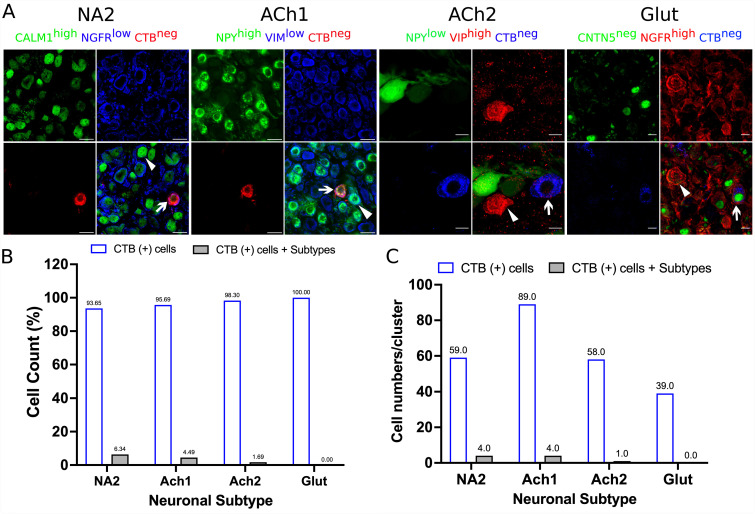
Accuracy of retrograde labeling of cardiac- and paw-innervating neuronal subtypes in stellate ganglia. Stellate ganglia were labeled retrogradely using either CTB-647 or CTB-555 and stained for specific markers for neuronal subtypes that do not innervate the heart or paw. (**A**) Representative immunohistochemical stains of labeled ganglia as described. (**B**) Very low percentage of CTB-labeled cells show immunoreactivity to markers identifying neurons that do not innervate the heart or paw. (**C**) Number of cells corresponding to panel B. n=3 mice. Scale bar: *10* and *20* µm.

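In replicates 1 to 5, a UMI of Dbh was found in 91.6% ± 1.05 (SD, n = 5 mice) of the neurons of a mouse, a UMI of Th in 82.2% ± 3.14 and a UMI of Snap25 in 90.7% ± 2.75. The mean levels were 10.7 ± 0.397 UMIs per 10000 for Dbh, 6.04 ± 0.716 for Th and 8.62 ± 0.839 for Snap25. All 3 transcripts were found together in 71.7% ± 3.62 of the neurons of a mouse, and neither Dbh nor Th in 3.77% ± 1.50. The share with all 3 transcripts was 86.9% ± 3.86 in NA1a, 78.9% ± 7.19 in NA1b, 65.1% ± 11.6 in NA1c and 67.3% ± 7.14 in NA2 (n = 5 mice each). It was 71.7% ± 17.6 in NA3 (n = 3 mice) and 24.2% ± 9.28 in Ach2 (n = 2 mice). Ach2 had the lowest level of Th among the subtypes (1.50 ± 0.518 UMIs per 10000, n = 2 mice). In these mice, 40.7% ± 7.68 of the Ach2 neurons had a UMI of Th. The 46 Ach2 neurons of all 5 mice had a median of 3228 UMIs. The 17 of replicate 4, which enters the share, had a median of 5236. In NA1a, 91.4% ± 2.61 had a UMI of Th, at a median of 8182 UMIs per neuron. With neurons thinned at random to 2000 UMIs, these shares were 18.8% ± 8.84 and 62.6% ± 9.44. Neurons with fewer than 2000 UMIs are left out of all thinned values. Of the 1002 neurons of replicates 1 to 5, 813 had at least 2000 UMIs, with 96.7% of NA1a and 84.8% of Ach2. Cells other than neurons were not analysed here, so the level of these transcripts in cells that should lack them, which free RNA would set, is unknown.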

We clustered scRNAseq data, identified cell types based on their canonical markers, and separated out the neuronal population based on cluster markers *Dbh*, *Th*, and *Snap25* (Figure 1—figure supplements 3 and 4; Supplementary file 1; Supplementary file 2). We identified eight subtypes of stellate ganglion neurons: five dopaminergic, two cholinergic, and one glutamatergic neuronal subtype in the stellate ganglia (Figure 1B–C, Figure 1—figure supplements 4–6). 

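In replicates 1 to 5, NA1b made up 23.2% ± 9.90 (SD, n = 5 mice) of the neurons of a mouse, NA1c 21.4% ± 10.1, NA1a 19.0% ± 8.06, NA2 15.7% ± 9.32 and NA3 9.02% ± 6.38. Ach1 made up 5.43% ± 10.1, Ach2 4.64% ± 2.62 and Glut 1.66% ± 1.53. The differences among NA1a, NA1b and NA1c were smaller than the SD of each of them. NA1a, NA1b and NA1c together made up 63.6% ± 14.2, between 42.1% and 81.3% in single mice and above 50% in 4 of 5 mice (exact sign-flip permutation test against 50%, p = 0.125). Leaving out replicate 4 moved this share most, to 68.9%, and leaving out replicate 2 gave 59.1%. Of the 62 Ach1 neurons in these mice, 55 came from replicate 4, where they made up 23.4% of the neurons, against 0.508% to 1.76% in the other mice.

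**Figure D1:**
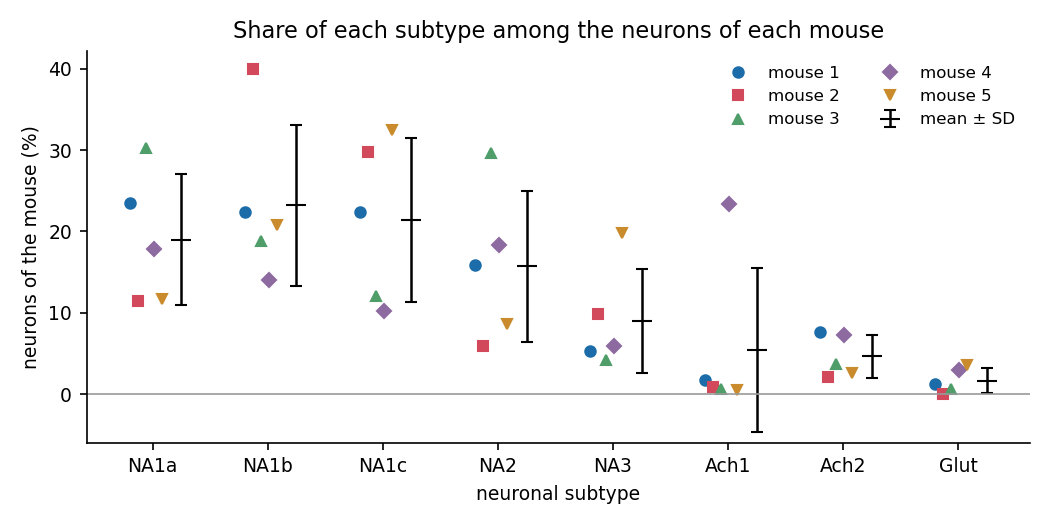
Share of each subtype (x axis) among the neurons of each mouse, in percent (y axis). Points are replicates 1 to 5 (mouse 1 to mouse 5 in the plot) and bars are means ± SD, with the Ach1 share of replicate 4 at 23.4% apart from the others.

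In Ach2, Slc18a3 was found in 52.5% ± 8.96 of the neurons, Chat in 46.6% ± 0.640 and Vip in 100% (n = 2 mice, replicates 1 and 4). In the 29 Ach2 neurons of replicates 1, 2, 3 and 5, pooled, these shares were lower, at 34.5%, 27.6% and 93.1%. In NA1a, at a higher median depth, Slc18a3 was found in 0.976% ± 1.34 of the neurons and Vip in 15.0% ± 15.7 (n = 5 mice). Chat was found in 0 of 316 NA1a neurons, which allows a share of up to 0.949%, and in 0 of 64 Ach1 neurons, which allows up to 4.69%. Vip was found in 31.0% ± 23.9 of the NA3 neurons (n = 3 mice). The mean level of Vip was 45.7 ± 14.3 UMIs per 10000 in Ach2 and 0.523 ± 0.897 in NA1a. Slc17a6, the vesicular glutamate transporter, was found in 13.5% of the 37 Glut neurons (median 3285 UMIs) and in 0.322% of the 311 NA1b neurons (median 3252 UMIs).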

In our scRNAseq studies, we identified labeled cells in the stellate ganglion either as cardiac- or paw- innervating neuronal subtypes based on the presence of GFP or tdTomato transcript, respectively. 

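A neuron was counted as labelled with at least 1 UMI of GFP, from the heart, or of tdTomato, from the front paws. Of the 1303 neurons, 25 had a UMI of either transcript. GFP was found in 6 neurons, 5 of them with 1 UMI. Of these, 3 were NA1b (50%, 95% Clopper-Pearson interval 11.8 to 88.2), 2 were NA1a (33.3%, 4.33 to 77.7) and 1 was NA3 (16.7%, 0.421 to 64.1). tdTomato was found in 20 neurons, 18 of them with 1 UMI. Of these, 11 were NA1b (55%, 31.5 to 76.9), 4 were NA1c (20%, 5.73 to 43.7), 3 were NA3 (15%, 3.21 to 37.9) and 2 were NA1a (10%, 1.23 to 31.7). At a minimum of 2 UMIs, each reporter was found in 1 subtype. In NA2, Ach1, Ach2 and Glut together, 0 of 338 neurons had a UMI of either transcript, which allows a share of up to 0.888%, at a median of 2631 UMIs per neuron. In NA1a, NA1b, NA1c and NA3 the share was 2.59% of 965 neurons, at a median of 4281 UMIs. When as many neurons as were labelled in replicates 1 to 5 were drawn at random from the same mice, 10000 times, they fell in at most 3 subtypes in 40.9% of the draws for GFP and in at most 4 in 9.02% for tdTomato. No drawn neuron lay outside NA1a, NA1b, NA1c and NA3 in 29.5% of the draws for GFP, 2.56% for tdTomato and 0.68% for either label. With draws weighted by the UMIs of each neuron, a setting added after the data were seen, the shares were 37.4%, 6.38% and 2.41%. For either label among neurons with more than 1000 genes, also added then, they were 2.9% unweighted and 7.39% weighted. The 7 neurons with at most 1000 genes (514 to 842) were all labelled, 4 of them NA1b and 3 NA1c, and the unlabelled neurons had at least 1001 genes. These 7 stand at the end of the deposited values. Neurons with so few genes are thus in the data only where labelled, though the paper's methods name a limit of 500 genes for all cells. Shares and draws that include the 7 therefore set labelled and unlabelled neurons under unlike limits.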

We found a total of three GFP-expressing (Cardiac) neuronal subpopulations NA1a, NA1b, and NA3 and four tdTomato-expressing neuronal subtypes NA1a, NA1b, NA1c, and NA3 (Figure 1D, Figure 1—figure supplement 1B). Despite the overlap in subtypes, we did not find the same neuron labeled by retrograde tracers from the heart and paw.

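Of the 6 neurons with a UMI of GFP and the 20 with a UMI of tdTomato, 1 was the same neuron. It was an NA1b neuron of replicate 2 with 1 UMI of each transcript, among 867 UMIs in 581 genes. Among the 18 labelled neurons with more than 1000 genes, 4 had GFP, 14 had tdTomato and 0 had both. At a minimum of 2 UMIs, no neuron had both. A single UMI of a reporter can come from the neuron or from free RNA, and 1 UMI does not tell these apart.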

Interestingly, we found that similar neuronal subpopulations (NA1a, NA1b, and NA3) innervate both heart and front paws, however the front paws are innervated by an additional neuronal subpopulation NA1c (Figure 1D, Figure 1—figure supplement 1B). This suggests that similar subsets of neurons in the stellate ganglion are responsible for neural control of a variety of tissues, rather than tissue-specific subtypes. 

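NA1c was the subtype with tdTomato and without GFP. In NA1c, 0 of 239 neurons had a UMI of GFP, which allows a share of up to 1.26%. Between the 6 GFP neurons, 0 of them NA1c, and the 20 tdTomato neurons, 4 of them NA1c, Fisher's exact two-sided p was 0.542, with the neuron that had both transcripts counted in each group. This test takes the neurons as independent, while the GFP neurons come from 2 mice and the 19 tdTomato neurons of replicates 1 to 5 from 4, and NA1c made up between 10.2% and 32.5% of the neurons of a mouse. When 6 neurons were drawn at random from the 20 tdTomato neurons, 21.3% of the draws held no NA1c neuron. Among neurons with more than 1000 genes, 1 of the 14 tdTomato neurons was NA1c. A difference between the organs in the share of NA1c was therefore not detectable at this number of labelled neurons. From the subtypes found with each label, the paper states that the heart and the front paws share 3 subtypes and that the front paws have 1 more, and it proposes that common subsets of neurons, rather than subsets specific to a tissue, control a variety of tissues. The paper also traced neurons from both organs with cholera toxin subunit B and stained them for marker combinations of these subtypes, which was not analysed here.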

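Between NA1a and NA1b, 418 of the 5754 genes tested differed (limma, adjusted p below 0.05, n = 5 mice), 237 of them higher in NA1a and 181 lower. Between NA1a and NA1c 541 genes differed (312 higher in NA1a), and between NA1b and NA1c 145 (50 higher in NA1b). NA3, which had at least 10 neurons in 3 of the mice, differed from NA1a in 1527 genes and from NA1b in 1833. Of these, 1018 were higher in NA1a and 1200 in NA1b, where the median log2 difference of all genes was 0.27 and 0.30. With profiles centred on their median gene, 756 were higher in NA1a and 554 lower, and 877 were higher in NA1b and 745 lower. With averaged natural log values, 528 genes were higher in NA1a and 106 lower against NA1b, and 953 and 76 against NA1c, where summed UMIs gave 235 and 345, so that the balance depends on the scale. Thinning neurons to 2000 UMIs left 113 genes between NA1a and NA1b, 103 between NA1a and NA1c and 47 between NA1b and NA1c. Without replicate 1, 163 genes differed between NA1a and NA1b and 181 between NA1a and NA1c, and without replicate 2, 232 differed between NA1a and NA1b. Of the 418 genes between NA1a and NA1b, 386 had the same direction in 5 of 5 mice. The largest differences among these, in the direction of NA1a, were in Pcp4 (6.87 ± 2.17 against 0.221 ± 0.0722 UMIs per 10000, SD, n = 5 mice, log2 difference 4.42, standard error 0.26, limma adjusted p = 4.02e-16), Sctr (3.78), Rxfp1 (2.99) and Cntn5 (2.93), beside Npy. In the direction of NA1b they were in Slc18a1 (log2 difference -2.54, standard error 0.38, limma adjusted p = 1.11e-05), Adcy1 (-2.38), Slc38a11 (-2.37), Gfra2 (-2.31) and Ttn (-2.29). Kcnt1 averaged 5.41 ± 2.10 UMIs per 10000 in NA1b and 1.18 ± 0.677 in NA1a, and Casz1 3.95 ± 1.22 and 1.49 ± 0.205 (SD, n = 5 mice). Between NA1b and NA1c, Sctr was lower in NA1b (0.750 ± 0.721 against 16.1 ± 4.21 UMIs per 10000, log2 difference -4.82), followed by Rxfp1 (-3.09) and Pcp4 (-2.78), and Slc18a1 (2.97) and Gfra2 (2.77) were higher. In NA3 the transcripts highest above NA1a were Gpm6b (log2 difference of NA1a to NA3 -5.61), Fabp7 (-5.34), Apoe (-5.19), Sparc (-5.13) and Sdc4 (-4.88), in 3 of 3 mice. Of these, Gpm6b, Fabp7, Apoe and Sparc are on a list of 10 satellite glia genes, all of which were higher in NA3 in each of the 3 mice. Vim averaged 23.6 ± 10.4 UMIs per 10000 in NA3 (n = 3 mice) and 1.12 ± 0.236 in NA1a (n = 5 mice).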

We observed significant differences in the transcriptome of each neuronal subtype (Figure 1E, Figure 1—figure supplements 1C and 4D–F), with distinct relative expression levels of secreted neuropeptides, transcription factors, and receptors (Figure 1F–H, Figure 1—figure supplement 1E–G).

Neuropeptide-Y is a potent modulator of cardiac function in health and disease (Walker et al., 1991). 

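Npy averaged 82.4 ± 8.26 UMIs per 10000 in NA1a, 43.3 ± 5.11 in NA1c, 40.9 ± 8.45 in NA2 and 8.95 ± 3.61 in NA1b (SD, n = 5 mice each). It averaged 19.8 ± 6.74 in NA3 (n = 3 mice) and 5.77 ± 1.62 in Ach2 (n = 2 mice). In the neurons of the unmatched mice, pooled, it was 41.6 in 134 NA1a and 10.6 in 74 NA1b neurons, so that the level in NA1a holds for the 5 mice only. Within mice, NA1a was above NA1b by 3.26 ± 0.45 on the log2 scale (SD, 5 of 5 mice, exact sign-flip permutation test p = 0.0625, limma adjusted p = 3.65e-17). NA1a was above NA3 by 2.06 ± 0.34 (3 of 3 mice, exact p = 0.25, limma adjusted p = 5.97e-10) and above NA1c by 0.93 ± 0.22 (5 of 5 mice, exact p = 0.0625, limma adjusted p = 0.000816). Each exact p is the smallest that the number of mice allows. With a minimum of 5 neurons, NA3 had a value in 5 mice and the difference from NA1a was 2.31 (exact p = 0.0625). A UMI of Npy was found in 98.4% ± 2.22 of the NA1a neurons of a mouse, 82.3% ± 7.79 of the NA1b neurons and 92.7% ± 7.15 of the NA3 neurons. In neurons thinned to 2000 UMIs, the shares were 97.8% ± 2.15, 57.9% ± 15.5 and 79.8% ± 9.76. The lowest pooled share was in Ach2, 53.2% of 62 neurons at a median of 4414.5 UMIs, against 77.5% of the 311 NA1b neurons at a median of 3252 UMIs. 

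**Figure D2:**
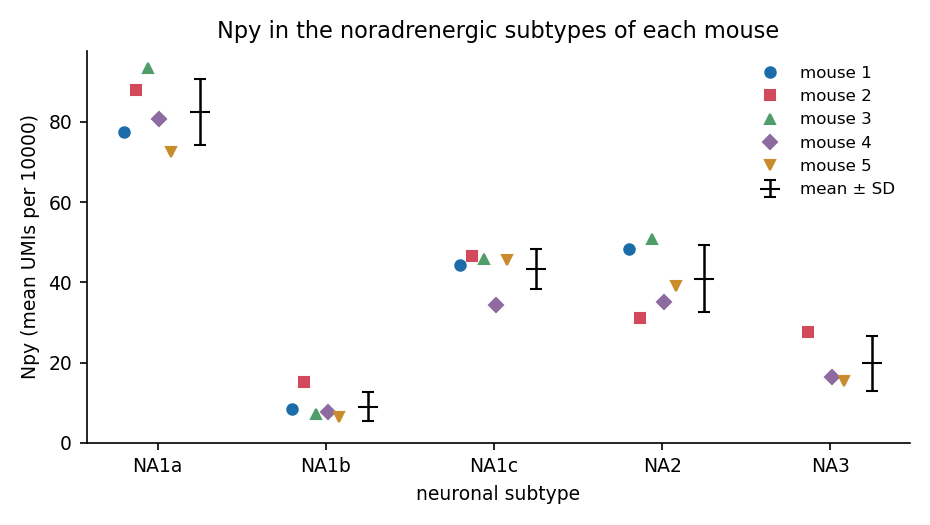
Mean Npy in UMIs per 10000 (y axis) by noradrenergic subtype (x axis). Points are replicates 1 to 5 (mouse 1 to mouse 5 in the plot) with at least 10 neurons of the subtype and bars are means ± SD, with the NA1a points (72.5 to 93.3) above the NA1b points (6.36 to 15.3).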

Our scRNAseq data revealed that cardiac innervating neuronal subtypes can be distinguished based on *Npy* expression (Figure 1E). To validate the neuronal subtypes and their localization in heart and paw neurons (Figure 1I, Figure 1—figure supplement 1H), we performed retrograde labeling from the heart and paw using CTB conjugates to either Alexa-555 or –647 in wildtype or *Npy*-hrGFP transgenic mice. We then performed immunohistochemistry (IHC) using antibodies against markers specific to each transcriptomic subtype of neurons.

We performed combinatorial IHC as follows; *Npy*^high^, *Cntn5*^high^ for NA1a, *Npy*^low^, *Kcnt1*^high^ for NA1b, and *Npy*^low^, *Vim*^high^ for NA3, and *Npy*^low^, *Sctr^high^* for NA1c (Figure 1I, Figure 1—figure supplement 1H). As illustrated in the figure, we identified all expected markers in cardiac and paw neuronal subtypes and also carried out combinatorial immunohistochemistry for the non-cardiac innervating neuronal subtypes using markers for each subtype. We found less than ≤6% of cells co-labeled with the cardiac retrograde label (CTB-647) when stained for these combinations of markers (Figure 1I, Figure 1—figure supplement 7). Very few cells identified by IHC as non-cardiac were labeled by retrograde cardiac tracing further supporting the accuracy of our AAV-labeling and scRNAseq approach.

Additionally, we validated the presence of these cardiac-innervating neuronal subpopulations in porcine and human stellate ganglia (Figure 2A and B), respectively. We used the following combination of subtype-specific markers; *NPY*^high^, *CNTN5*^high^ (NA1a), *NPY^low^*, *CASZ1*^high^ (NA1b), and *NPY*^low^, *VIM*^high^ (NA3) in porcine stellate ganglia (Figure 2A) and *NPY*^high^, *CNTN5*^high^ (NA1a); *NPY*^low^, *CASZ1*^high^ (NA1b); and *NPY*^low^, *FABP7*^high^ (NA3) in human stellate ganglia (Figure 2B). Identification of these subtypes in porcine and human stellate ganglia suggests that similar subtypes of neurons may innervate the heart in pigs and humans.

**Figure 2.**
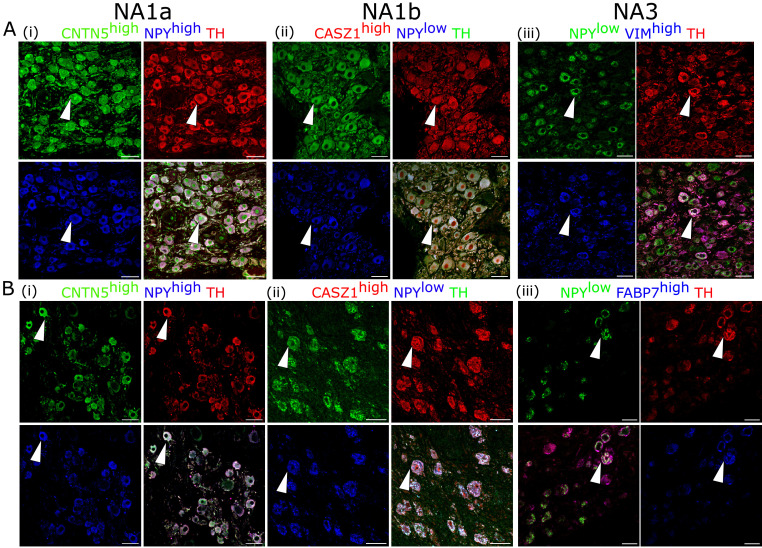
Cardiac clusters were also validated in porcine (**A**) and human (**B**) stellate ganglia using immunohistochemistry by combining the specific marker genes for each neuronal subtype. (**A, B**) (**i**) NA1a neurons express high NPY and CNTN5. (**A, B**) (ii) NA1b subtype has low NPY and high CASZ1 expression level. (**A**) (iii) NA3, similar to NA1b, has low NPY but uniquely higher Vimentin expression in porcine tissues. (**B**) (iii) NA3, like NA1b, expresses low NPY and high FABP7 expression in humans. Scale bar: *50* µm. n=3 samples.

### Cardiac subtypes differentially express NPY

NPY is a co-transmitter released by sympathetic nerve terminals along with norepinephrine to dynamically modulate cardiac function (Tan et al., 2018; Zhu et al., 2016). Elevated circulating NPY levels are associated with adverse outcomes in chronic heart-failure patients. 

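When NA1a, NA1b and NA3 neurons were ranked on Npy, with the bottom 30% called low and the top 30% high, the limits were 5.58 and 45.8 UMIs of Npy per 10000. Of the 316 NA1a neurons, 194 were high, 101 medium and 21 low. Of the 311 NA1b neurons, 16 were high, 133 medium and 162 low, and of the 99 NA3 neurons, 8 were high, 56 medium and 35 low. When NA1c was ranked with them, as for the front paws, 186 NA1a, 11 NA1b, 86 NA1c and 7 NA3 neurons were high. Few of these neurons were labelled. Among the neurons with GFP, Npy had a median of 31.7 UMIs per 10000 in 2 NA1a neurons and 6.24 in 3 NA1b neurons, and was 21.7 in 1 NA3 neuron. Among the neurons with tdTomato, the median was 89.5 in 2 NA1a, 6.80 in 11 NA1b, 72.3 in 4 NA1c and 25.2 in 3 NA3 neurons. Among the unlabelled neurons, the median was 62.6 in NA1a, 5.00 in NA1b, 40.4 in NA1c and 10.3 in NA3. With 1 to 11 labelled neurons per subtype and organ, no difference between labelled and unlabelled neurons was tested.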

Our scRNAseq findings demonstrate high *Npy* expression in NA1a neurons, but lower expression in NA1b and NA3, independent of cardiac (or paw) innervation (Figure 3A, Figure 3—figure supplement 1A).

**Figure 3.**
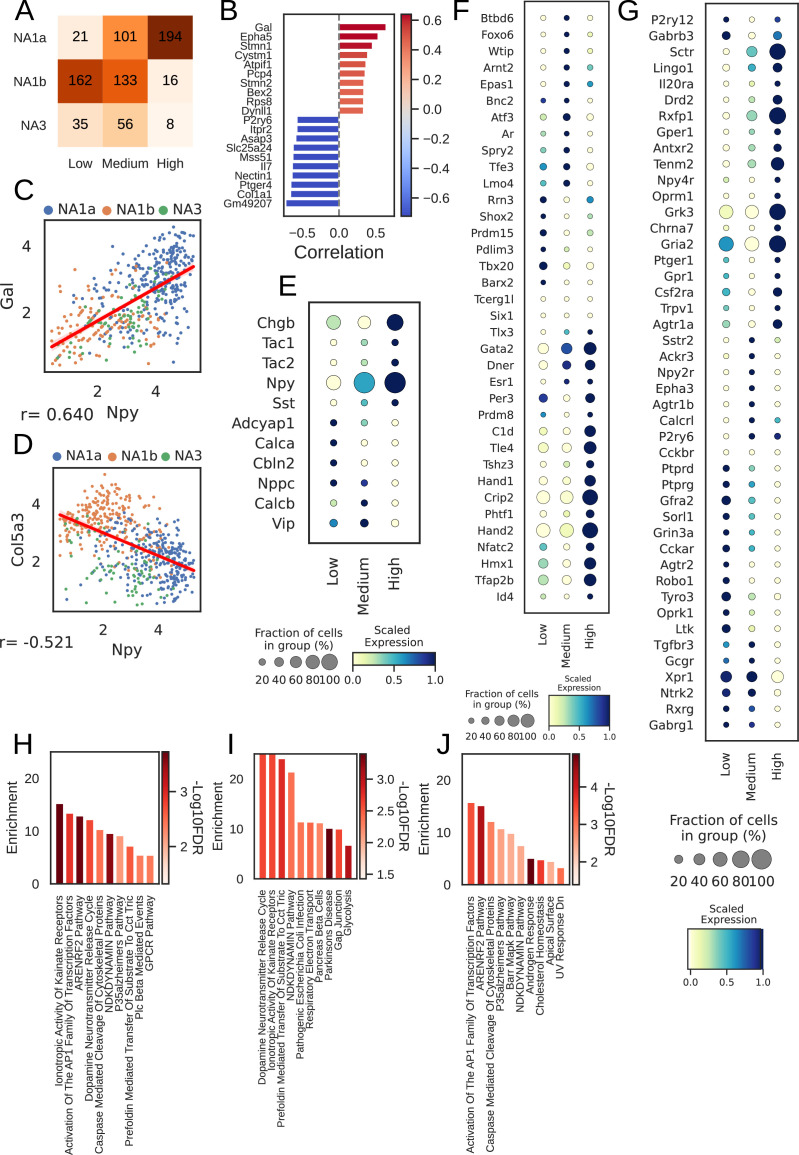
Npy gene distribution and the associated genes in cardiac neuronal subtypes. (**A**) Distribution of subtypes across quantiles of *Npy* expression. (**B**) Top 10 positively (red) and negatively (Lake et al., 2016) associated genes with *Npy*. Intensity of the color indicates the strength of the Pearson correlation coefficient. (**C, D**) Scatter plots show the positive correlation of Gal (**C**) and, negative correlation of Col5a3 (**D**) with *Npy* expression on the log scale. The dots in the scatter plots are colored to represent each cardiac neuronal subtype. Cells containing zeros for either gene were removed. (**E, F, G**) Dot-plots show relative expression of neuropeptide (**E**), receptors (**F**), and transcription factors (**G**) in cells with low, medium, and high Npy expression. (**H**) Top 10 combined; (**I**) Positively and (**J**) Negatively enriched pathways associated with *Npy*. n=8 mice.

**Figure 3—figure supplement 1.**
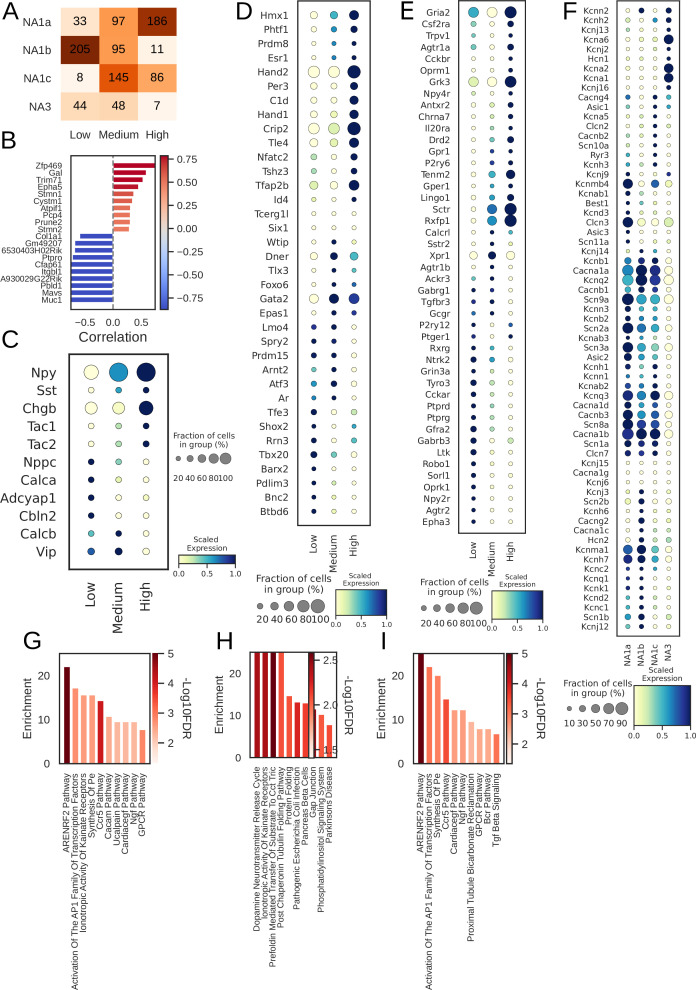
*Npy* distribution and associated genes in paw innervating neuronal subtypes. (**A**) Distribution of subtypes across quantiles of *Npy* expression. (**B**) Top 10 positively- (red) and negatively- (blue) *Npy* associated genes (Lake et al., 2016). Intensity of the color indicates the strength of the Pearson correlation coefficient. (**C**) Relative expression of neuropeptide; (**D**) transcription factors; (**E**) receptors and; (**F**), ion channels in cells with low, medium, and high *Npy* expression. Top 10 enriched pathways for the: (**G**), combined; (**H**), Positive; and (**I**), negative associated genes with *Npy*.

Furthermore, we identified 114 genes positively and 527 genes negatively associated with *Npy* (FDR <0.05; methods) for cardiac subtypes. 

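Pearson's correlation of the natural log values of Npy and each other gene was computed within each mouse, over the NA1a, NA1b and NA3 neurons with at least 1 UMI of both. Genes with at least 10 such neurons in each of the 5 mice were tested, on Fisher's z with limma weighted by the number of neurons. Of these 6147 genes, 67 were positively and 152 negatively associated with Npy (adjusted p below 0.05), and 174 of the 219 had the same sign in 5 of 5 mice. When Npy was permuted among the neurons of each mouse, 92 of 99 permutations gave no gene, and the highest gave 23. Over NA1a, NA1b, NA1c and NA3, 78 genes were positively and 141 negatively associated, of 6979 tested. Within NA1a, 2 genes were positively associated and 0 negatively, of 2111 tested by limma, where 211 negative associations had unadjusted p below 0.05. When the 634 neurons with Npy were taken as replicates over all mice, as the paper's methods describe, 114 genes were positively and 526 negatively associated with at least 10 neurons per gene, 110 and 486 with at least 3, and 117 and 565 with at least 30. Keeping neurons with a 0 gave 593 positive and 87 negative genes over mice. Leaving out replicate 2 gave 61 negative genes, leaving out replicate 1 gave 63 and leaving out replicate 5 gave 240. Centring Npy and each gene on the mean of the subtype left 5 positive and 2 negative genes. The counts also moved with depth. In neurons thinned to 2000 UMIs, 30 genes were positive and 13 negative over mice. In the pooled neurons that could be thinned, 43 genes were positive and 18 negative, against 134 and 406 for the same neurons and genes at full depth, a comparison added after the data were seen.

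**Figure D3:**
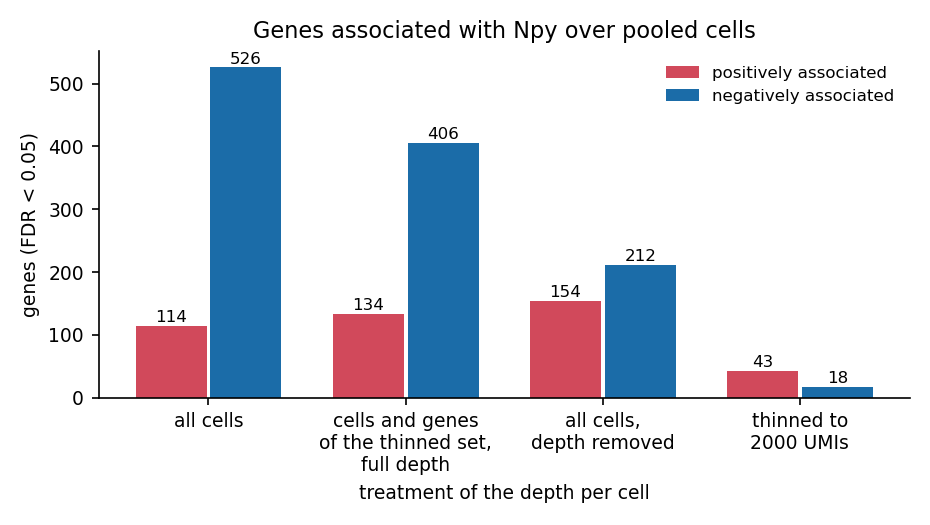
Number of genes associated with Npy over pooled neurons at an adjusted p below 0.05 (y axis), positive in red and negative in blue, by the treatment of depth (x axis). Bars are counts, with 114 and 526 over all neurons, 154 and 212 with the UMIs per neuron removed by partial correlation, and 43 and 18 after thinning against 134 and 406 at full depth.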

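Over mice, the genes with the highest mean correlation with Npy in NA1a, NA1b and NA3, after Gal, were Epha5 (0.602, limma adjusted p = 1.12e-18), Stmn1 (0.435), Prune2 (0.403) and Zbtb20 (0.402), each positive in 5 of 5 mice. Those with the lowest, after Col5a3, were Celf3 (-0.481), Col1a2 (-0.473), Nbl1 (-0.466) and Rbm18 (-0.450), each negative in 5 of 5 mice. Col1a2 is on a list of 8 fibroblast genes and averaged 2.17 UMIs per 10000 in NA3 and 0.275 in NA1a (n = 3 mice). Over the subtypes of the front paws, Id3 (-0.434) and Fxyd2 (-0.407) were among the lowest. The number of neurons with both transcripts differed between the genes that Figure 3B shows. The 10 positive genes rested on 256 to 626 neurons of all mice (median 548.5), and the 10 negative genes on 17 to 48 (median 26). The gene had 1 UMI in a median of 92.9% of these neurons for the negative genes and in 16.5% for the positive genes. None of the 10 negative genes had 10 neurons in each of the 5 mice, so they were not tested over mice. In Figure 3—figure supplement 1B, the 10 positive genes rested on 13 to 863 neurons (median 717.5) and the 10 negative genes on 10 to 35 (median 14.5). A value from 1 UMI is the natural log of 1 plus 10000 over the UMIs of the neuron, and falls as the depth of the neuron rises.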

We show the top 10 positively and negatively correlated genes with *Npy* in cardiac subtypes and in paw subtypes (Figure 3B, Figure 3—figure supplement 1B). We confirmed previously known associations between *Npy* and *Gal* (Pearson correlation: 0.64; Figure 3C; Herring et al., 2012) and uncovered new correlations such as that between *Col5a3* and *Npy* (Pearson correlation: –0.52; Figure 3D) in cardiac neuronal subtypes.

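Npy and Gal were correlated with a mean r of 0.667 over mice (0.489 to 0.741, positive in 5 of 5 mice, exact sign-flip permutation test on Fisher's z, p = 0.0625), over 362 NA1a, NA1b and NA3 neurons with both transcripts. Npy and Col5a3 were correlated with a mean r of -0.592 (-0.746 to -0.471, negative in 5 of 5 mice, exact p = 0.0625), over 433 neurons. Both p-values are the smallest that 5 mice allow. Pooled over all mice, r was 0.640 for Gal over 491 neurons and -0.521 for Col5a3 over 590 neurons. The lowest correlation with Gal was in replicate 2. With neurons thinned to 2000 UMIs, r was 0.587 for Gal and -0.557 for Col5a3. Gal averaged 23.0 ± 10.0 UMIs per 10000 in NA1a and 3.60 ± 1.40 in NA1b (SD, n = 5 mice), and Col5a3 7.06 ± 1.74 and 34.2 ± 6.29, so that part of each correlation lies between subtypes. After both genes were centred on the mean of the subtype, the mean r was 0.358 for Gal (0.173 to 0.488) and -0.258 for Col5a3 (-0.537 to -0.0281), with the same sign in 5 of 5 mice. Within NA1a alone, the mean r was 0.285 for Gal (positive in 4 of 5 mice, exact permutation p = 0.188) and -0.253 for Col5a3. Within NA1b it was 0.231 for Gal (positive in 3 of 5 mice, exact permutation p = 0.25). For Col5a3 it was -0.0968 there (negative in 3 of 5 mice, exact permutation p = 0.688). Within NA3 it was 0.598 for Gal (2 mice) and -0.489 for Col5a3 (3 mice).

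**Figure D4:**
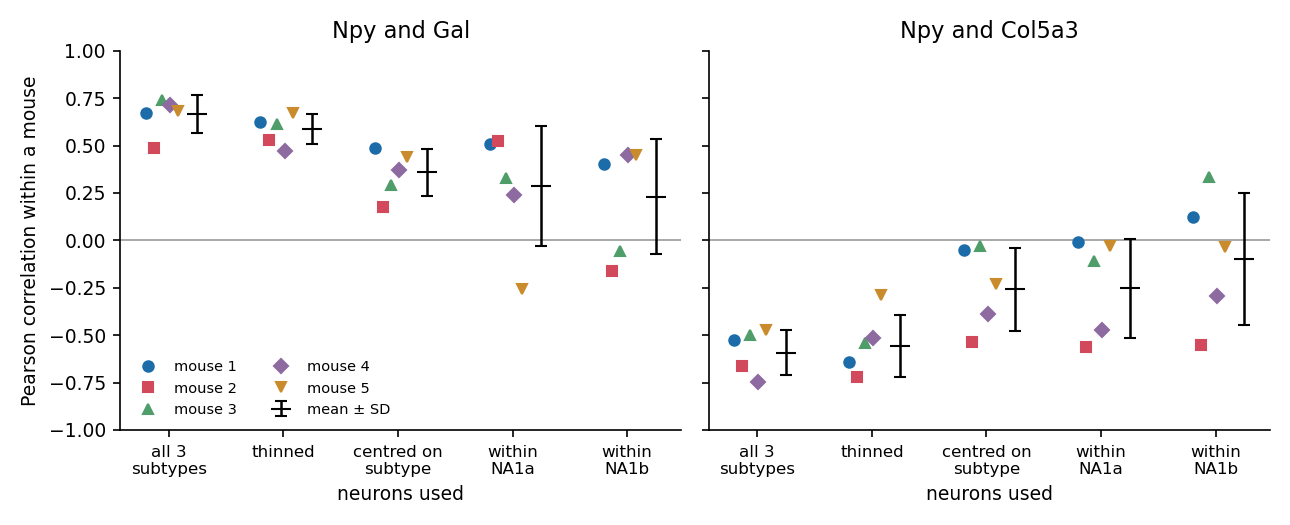
Pearson's r with Npy within a mouse (y axis, no unit) for Gal on the left and Col5a3 on the right, by the neurons used (x axis). Points are replicates 1 to 5 (mouse 1 to mouse 5 in the plot) and bars are means ± SD, with the mean for Gal at 0.667 in all 3 subtypes and 0.358 after centring on the subtype.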

Next, we revisited the finding of differential NPY expression in cardiac neuronal subtypes. Interestingly, most neurons in the NA1b or NA3 subtypes were NPY low or NPY negative (Figure 3A). This is surprising, given the dogma that NPY and catecholamines exist in the same cells, but NPY-containing granules are released during high stress states, while only catecholamines are released at low stress states (Cavadas et al., 2002; May et al., 1995).

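Over mice, 55.7% ± 14.3 (SD, n = 5) of the NA1b neurons were in the low stratum of Npy, above 50% in 4 of 5 mice (exact sign-flip permutation test against 50%, p = 0.5). Of the NA3 neurons 40.8% ± 22.5 were low, above 50% in 2 of 5 mice (exact p = 0.5). Here mice enter with at least 5 neurons of a subtype, and these 2 mice had 9 and 7 NA3 neurons. In the 3 mice with at least 10, the share was 26.8% (exact p = 0.25), above 50% in 0. Of the NA1a neurons 3.72% ± 4.11 were low. Neurons with no UMI of Npy made up 17.7% ± 7.79 of NA1b and 13.9% ± 12.3 of NA3, and a neuron with no UMI is not shown to lack the transcript at this depth. With limits set within each mouse, 57.2% of NA1b and 37.7% of NA3 neurons were low. In neurons thinned to 2000 UMIs, the low share of NA1b exceeded that of NA1a by 61.4 ± 16.0 percentage points and that of NA3 by 41.7 ± 19.0, in 5 of 5 mice each (exact p = 0.0625). The level of Dbh was 11.9 ± 1.40 UMIs per 10000 in NA1b and 9.28 ± 3.14 in NA1a, and that of Th 6.67 ± 1.14 and 4.88 ± 0.429 (SD, n = 5 mice).

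**Figure D5:**
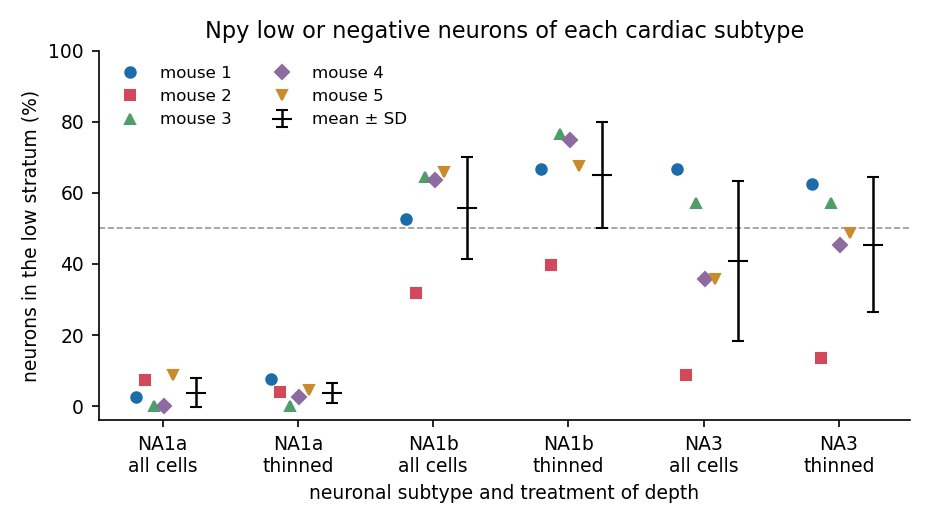
Share of neurons in the low stratum of Npy in percent (y axis) by subtype, in all cells and in cells thinned to 2000 UMIs (x axis). Points are replicates 1 to 5 (mouse 1 to mouse 5 in the plot), bars are means ± SD and the dashed line is 50%, with NA1b between 31.9% and 65.9% and NA3 between 8.70% and 66.7% in all cells.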

To further understand how cardiac neurons might differ based on NPY expression, we stratified cardiac subtypes by *Npy* expression level (low/negative, medium, and high) and found unique expression patterns of neuropeptides, transcription factors, receptors, and ion channels corelated with NPY expression level (Figures 3E–G–4A–D, Figure 3—figure supplement 1C-F). 

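Between neurons of the high and the low stratum of Npy in NA1a, NA1b and NA3, 437 of 4533 genes differed (limma, adjusted p below 0.05, n = 5 mice), 221 of them higher in the high stratum and 216 lower. With averaged natural log values 412 were higher and 111 lower, and with summed UMIs 186 and 228, so that the balance depends on the scale. Without replicate 1, 262 genes differed, and in neurons thinned to 2000 UMIs 183. The largest positive differences were in Sctr (log2 difference 4.84, standard error 0.28, limma adjusted p = 1.09e-14), Pcp4 (4.37), Rxfp1 (3.53), Pcdh7 (2.91) and Gal (2.79). The largest negative ones were in Gfra2 (-2.79), Slc18a1 (-2.70), Adcy1 (-2.59), Ttn (-2.48) and Gpm6b (-2.28), in 5 of 5 mice each. Of the 218 high neurons 194 were NA1a and of the 218 low neurons 162 were NA1b, so this comparison uses largely the same neurons as that of NA1a and NA1b and is no separate evidence beside it. NA3 gave 8 of the high and 35 of the low neurons. Gpm6b, on the list of satellite glia genes, averaged 13.25 UMIs per 10000 in NA3 (n = 3 mice), 0.271 in NA1a and 0.453 in NA1b (n = 5 mice). Its difference between the strata can therefore come from the NA3 neurons. With NA1c added, 432 of 4508 genes differed. Within NA1a, where the strata held 7 to 20 neurons per mouse, 11 of 4549 genes differed, 7 higher and 4 lower, a count that was 39 without replicate 5 and between 2 and 4 without each other mouse. It was 34 higher and 4 lower with averaged natural log values, 34 and 3 with profiles centred on their median gene, and 3 and 6 in thinned neurons, so that neither the number nor the balance is steady. They included Tomm5 (1.48), Atp5g1 (1.19), S100a6 (1.11), Gnb4 (-1.24) and Col5a3 (-0.80, limma adjusted p = 0.0437). Gene families were fixed by symbol, and camera and fry, which test a family as a set, were run on the same log2 values, with adjustment over the families with at least 3 tested members. Of the neuropeptides, 5 could be tested, with a median log2 difference of 0.75 (camera adjusted p = 0.000533, fry adjusted p = 0.00249). 3 were called over all genes and 4 adjusted over the list alone, among them Gal, Chga (1.75) and Scg2 (0.75). Within NA1a their median was 0.38 (camera adjusted p = 0.251), and the difference between this and the value over the 3 subtypes was not tested. The 12 sympathetic transcription factors had a median of 0.41 (9 of 12 higher, camera adjusted p = 0.0547, fry adjusted p = 0.0395). Of these, 2 were called over all genes and 4 adjusted over the list alone. The 5 neurotrophic factor receptors had a median of -0.36 (camera adjusted p = 0.0710, fry adjusted p = 0.0249), with Gfra2 called over all genes and 2 members adjusted over the list alone. The 3 nicotinic and muscarinic receptors had a median of -0.02 and a mean of 0.21, and 0 were called by limma over all genes, 1 adjusted over the list alone and 1 at unadjusted p below 0.05.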

We corroborated this by performing gene set enrichment analysis on the combined, positive, and negative set of *Npy* associated genes (see Methods).

**Figure 4.**
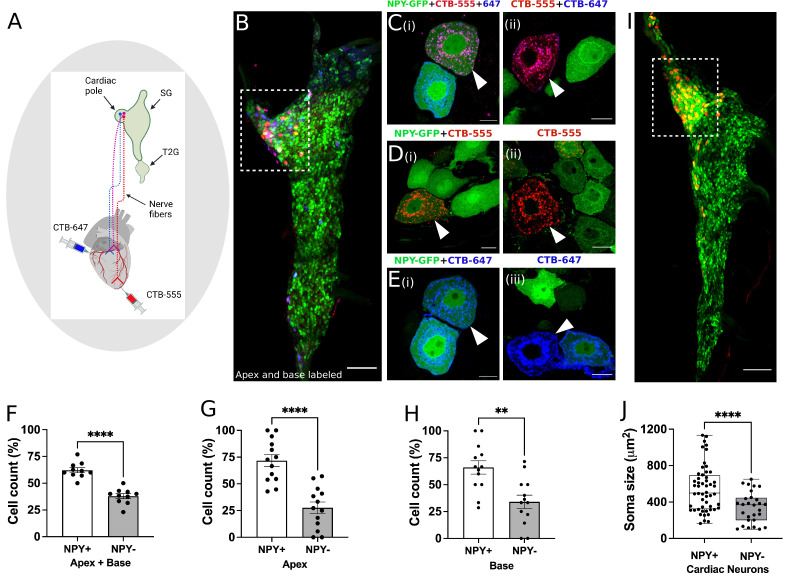
Distribution of NPY neurons innervating disparate regions of the heart. Cholera toxin subunit B (CTB) conjugated Alexa Fluor 555 and 647 (CTB-555 or –647) were injected into the apex and base of the heart, respectively. (**A**) A schematic depiction of the approach used to retrograde label stellate ganglion neurons (SGNs). (**B**) An image of the right stellate ganglia from the heart after CTB-555 and CTB-647 retrograde labeling. Scale bars: 200 µm. (**C,D,E**) High-resolution images of several types of co-labeled cells appearing in the stellate ganglia. Scale bars: 10 µm. (**F**) Cell count for NPY +and NPY- neurons that innervate apex and base regions of the heart simultaneously. NPY +and NPY- neurons that innervate either only the apex (**G**) or base (**H**) heart regions. (**I**) Right stellate ganglia from NPY-hrGFP animals labeled retrograde with CTB-555 showing that most cardiac neurons are NPY expressing neurons. High-GFP expression observed in the cardiac pole (box). (**J**) Soma size measurements for cardiac innervating NPY +and NPY- neurons. n=7 mice/group. Data are shown as mean ± SEM and individual data points in (**F**, **G**, and **H**) represent each stellate ganglion. Normal distribution of data was assessed by Shapiro-Wilk and statistical analyses used Welch’s parametric t-test for (**F**), (**G**), (**H**), and (**J**). A box and whisker plot representing data points as individual cells visualizes the trend in soma size for cardiac NPY +and NPY- neurons and Welch’s t-test was used for finding the statistical significance in panel (**J**). **=p < 0.01, ****=p < 0.001.

This analysis revealed that biochemical pathways associated with high *Npy* expression included dopamine neurotransmitter release cycle (catecholamine biosynthesis and release), inotropic activity of kainate receptors (excitatory glutaminergic receptors), and respiratory electron transport (mitochondrial metabolism and function) suggesting that NPY expression is associated with neuronal metabolism and excitability (Figure 3H–J, Figure 3—figure supplement 1G-I). These findings suggest that the high *Npy* expressing neuronal subtype NA1a and lower expressing subtypes, NA1b and NA3, are indeed distinct cardiac-innervating neuronal subtypes in stellate ganglia.

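The families behind these pathways were tested between the high and the low stratum of Npy in NA1a, NA1b and NA3, by camera with an inter-gene correlation of 0.01 and by fry. The 62 tested subunits of the respiratory chain had a median log2 difference of 0.24, 45 of them higher in the high stratum (camera adjusted p = 0.00075, fry adjusted p = 0.0656). 6 were called over all genes and 6 adjusted over the list alone, with Ndufa4 at 0.68 (limma adjusted p = 0.0036). Within NA1a the median was 0.43, with 54 of 62 higher (camera adjusted p = 9.06e-13, fry adjusted p = 0.0125). There 0 were called by limma over all genes, 5 adjusted over the list alone and 25 at unadjusted p below 0.05. The 15 ATP synthase subunits had a median of 0.20 over the 3 subtypes (camera adjusted p = 0.327, fry adjusted p = 0.0656) and 0.54 within NA1a, with 14 of 15 higher (camera adjusted p = 5.64e-08, fry adjusted p = 0.0175). In thinned neurons of NA1a this median was 0.10 (camera adjusted p = 0.461, fry adjusted p = 0.727), a setting added after the data were seen. The 16 genes of catecholamine synthesis and release had a median of -0.19, with 5 higher (camera adjusted p = 0.0715, fry adjusted p = 0.00285). This median was 0.02 when the natural log values were averaged and -0.03 in neurons thinned to 2000 UMIs. 5 members were called over all genes and 6 adjusted over the list alone, among them Slc18a1, Cplx1 (-1.17) and Slc18a2 (0.62, limma adjusted p = 0.00137). The kainate receptors had fewer than 3 members past the filter and no set test, and Grik5 had a log2 difference of -0.21 (limma adjusted p = 0.576). All 6 tested ionotropic glutamate receptors together had a median of -0.07 and a mean of 0.20, whose sign moved with the scaling (camera adjusted p = 0.711, fry adjusted p = 0.325), with Gria1 at 2.26 and Gria3 at -0.95.

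**Figure D6:**
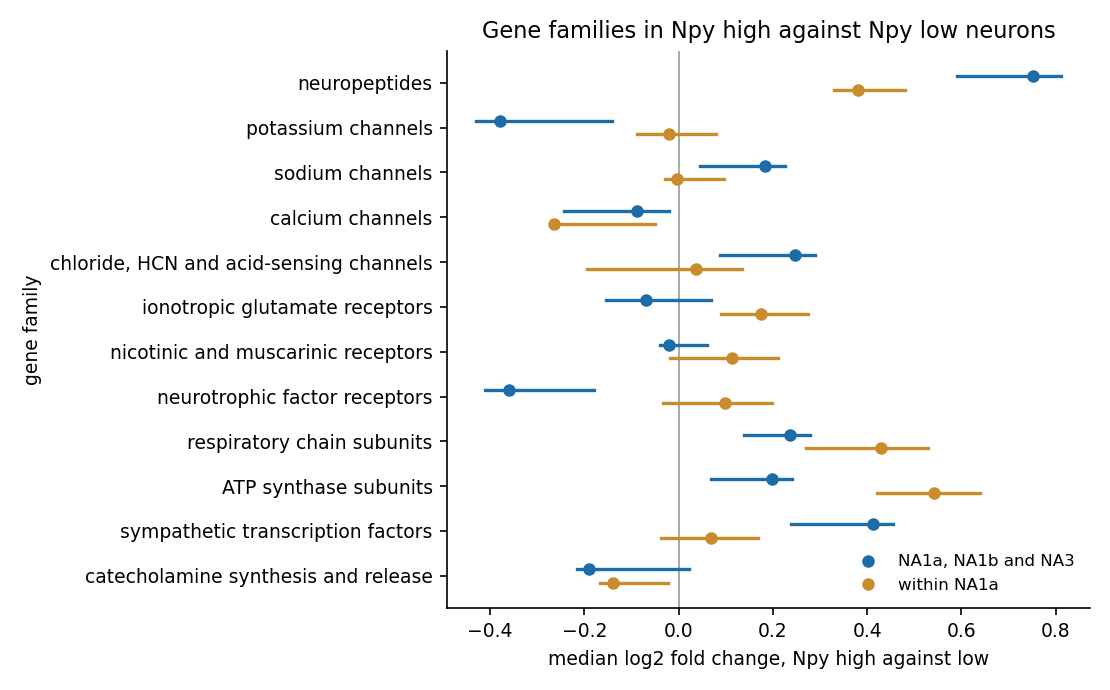
Median log2 difference between the high and the low stratum of Npy (x axis) by gene family (y axis), over NA1a, NA1b and NA3 in blue and within NA1a in orange. Points are medians over the tested members and lines the range over 6 scalings, with the respiratory chain at 0.24 over the 3 subtypes and 0.43 within NA1a.

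From the expression of Npy by subtype and the pathways associated with it, the paper proposes that Npy goes with neuronal metabolism and excitability, and that NA1a, with high Npy, and NA1b and NA3, with lower Npy, are distinct subtypes that innervate the heart.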

Next, we sought to immunohistochemically confirm that NPY +and NPY- neurons indeed innervate the heart as suggested by our scRNAseq data. We coupled this question with another, do NPY +versus NPY- neurons innervate disparate regions of the heart? To answer both questions, we performed retrograde labeling from the apex (using CTB-555) and base (using CTB-647) in *Npy*-hrGFP mice (Figure 4A), which expresses humanized Renilla Green Fluorescent protein under control of the *Npy* promoter. First, we found that both NPY +and NPY- neurons in stellate ganglia innervate the heart consistent with data from neurons traced and subjected to scRNAseq. Next, we found that neurons traced from the apex and base colocalized to the craniomedial pole of the stellate ganglion (Figure 4B) and were admixed, suggesting that there is no spatial representation of cardiac sympathetic neurons in the ganglion.

Next, we examined the subtype distribution of neurons (i.e. *Npy* +vs. *Npy*-, Figure 4F–H) innervating the apex (CTB-555+) or base (CTB-647+). We observed that most neurons across both injected sites were *Npy* +compared to *Npy*- (71.8 ± 20% vs 27.7±20% for apex and 66±22% vs 34 ± 22% for base, p<0.001 for both). Further, some neurons were labeled both from apex and base, suggesting these neurons subtend a broad myocardial region. Within this population of neurons, a greater percentage of *Npy* +neurons were labeled compared to *Npy*- (Figure 4F, p<0.001). Taken together, these findings confirmed that the heart is innervated by both *Npy* +and *Npy*- neuronal subtypes without a particular spatial representation in the ganglion, although *Npy* +neurons are predominant. Further, these findings demonstrate that *Npy* +and *Npy*- neurons innervate the apex only, base only, and both. Interestingly, when comparing cardiac to paw neurons across animals, ~70% of cardiac-innervating neurons express high *Npy* (Figure 4I), compared to 30% innervating the paw.

Next, we assessed whether *Npy* expression was associated with morphologic differences in cardiac-specific neurons identified by retrograde tracing. We found that the soma of Npy + neurons were physically larger than those of *Npy*- neurons (Figure 4J). Mean soma size for Npy + vs. *Npy*- neurons was 546±252 µm^2^ vs. 342±170 µm^2^ (mean ± SD, p<0.0001). This suggests that compared to *Npy*- neurons, Npy + cardiac neurons may exhibit greater number of synapses on dendrites and axon terminals (Liu, 2004; Pierce and Milner, 2001), greater speed of action potential propagation and increased metabolic demands (Brown et al., 2008; Laughlin et al., 1998; Wang et al., 2008). We therefore sought to investigate whether Npy + vs *Npy*- neurons exhibited differential electrophysiologic properties.

### High *Npy*-expressing cardiac neurons exhibit greater excitability

To determine whether NPY-rich cardiac neuronal subtypes exhibit unique electrophysiologic properties, we examined the transcriptome of these subtypes for ion channel expression. We characterized expression of potassium, sodium, calcium, and proton channels in cardiac subtypes (Figure 5A–D), and hypothesized based on previous literature (Davis et al., 2020) that identified cardiac subtypes may exhibit unique characteristic cellular electrophysiologic properties. To test this, we studied the electrophysiological properties of *Npy*-expressing neurons in the cardiac pole of the stellate ganglion using the reporter mouse line *Npy*-hrGFP. 

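In the comparison of high with low Npy strata of NA1a, NA1b and NA3, 17 potassium channel genes could be tested. Their median log2 difference was -0.38, with 3 of 17 higher in the high stratum (camera adjusted p = 0.00243, fry adjusted p = 0.00285). 5 were called over all genes and 8 adjusted over the list alone. Kcnt1 averaged 1.62 UMIs per 10000 in the high and 4.42 in the low stratum (log2 difference -1.61, standard error 0.19, limma adjusted p = 2.38e-07). Kcnmb4 was higher (1.38, standard error 0.25, limma adjusted p = 0.000268). Within NA1a, the median of the potassium channels was -0.02 (camera adjusted p = 0.456). The 9 sodium channel genes had a median of 0.18 and a mean of 0.03 (camera adjusted p = 0.553, fry adjusted p = 0.325), with Scn3b at 1.23 (limma adjusted p = 0.000317) and Scn7a at -1.17 (limma adjusted p = 0.0224), the 2 that were called over all genes and adjusted over the list alone. The 9 calcium channel genes had a median of -0.09 (camera adjusted p = 0.495, fry adjusted p = 0.244). Of these, Cacng2 was called over all genes (-1.35, limma adjusted p = 0.0277), and 3 were called adjusted over the list alone. The 4 tested chloride, HCN and acid-sensing channel genes had a median of 0.25 (camera adjusted p = 0.495, fry adjusted p = 0.0669). Of these, 0 were called by limma over all genes, 0 adjusted over the list alone and 0 at unadjusted p below 0.05.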

Cells with (GFP+) and without GFP expression (GFP-), were selectively targeted in ganglion whole-mounts using epifluorescence (Figure 5E and F). Resting membrane potential values were –51.91±3.14 mV for GFP +and –52.45±2.45 mV for GFP- cells (p=0.899). Membrane input resistance values were 106.9±12.63 MOhms in GFP +and 103.5±10.40 MOhms in GFP- neurons (p=0.8391). Current-voltage relationship (Figure 5G) were also similar for both cell types over a range of tested currents (–500 pA to +500 pA, Δ100pA) and showed a mostly linear I-V relationship with little rectification (F_(9, 128)_=0.562, p=0.825). In response to depolarizing current steps, both cell types elicited an increasing number of action potentials in response to increasing magnitude of depolarization. While the excitability curves were similar (p=0.5392) up to 300 pA current, Npy + cells showed a significantly (p<0.001) greater number of action potentials than *Npy*- cells in response to 400 pA (NPY+=3.3 ± 0.7 APs, n=11; NPY-=1.5 ± 0.2 APs, n=11) and 500 pA currents (*Npy*+=3.7 ± 0.8 APs, n=10; *Npy*-=1.8 ± 0.2 APs, n=11) (Figure 5H). The raster plot (Figure 5i) illustrates the shortened interspike intervals of Npy +vs. *Npy*- cells in response to 500ms, 500 pA depolarizing currents. A subset of cells were tested with 700 pA depolarizing steps, which showed greater divergence of action potential generation in *Npy*+ (12.75±4.3 APs, n=4) vs. *Npy*- (2±0.3 APs, n=5)(p=0.026). Not all cells were tested with depolarizations greater than 500 pA due to the tendency of the high impedance intracellular electrode to occlude with higher current. The peak firing frequency of Npy +and *Npy*- cells is therefore likely underestimated since they were not depolarized to saturation. In response to 500 pA depolarizations, the proportion of neurons firing >3 Aps was significantly (p=0.0046) greater in *Npy*+ (58% tonic) vs *Npy*- (0% tonic). These findings further support the notion that high *Npy*-expressing cardiac sympathetic neurons (NA1a) possess electrophysiological properties distinct from NA1b and NA3 neurons which express low levels or are negative for *Npy*.

**Figure 5.**
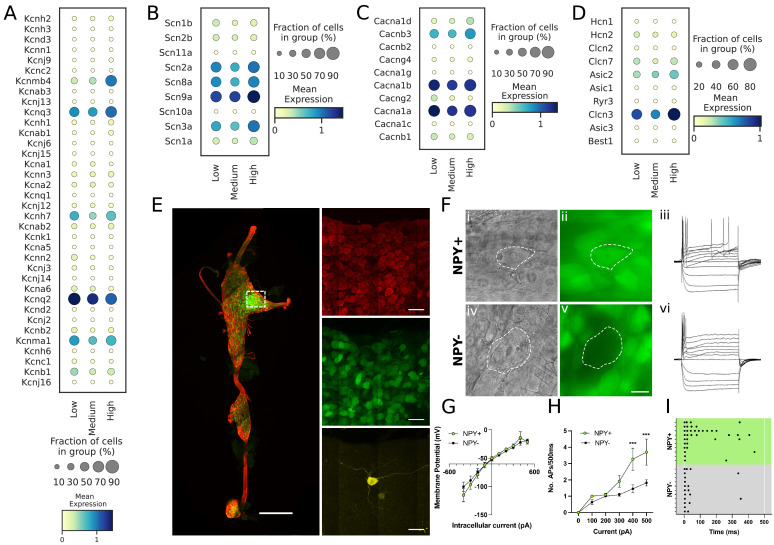
Transcriptomic and electrophysiological properties of *Npy*^high^ vs *Npy*^low/neg^ neurons. (**A,B,C,D**) Distribution of different ion channels associated with *Npy*^high^ and *Npy*^low/neg^ expressing cells: Potassium channels (**A**); Sodium channels (**B**); Calcium channels (**C**); and several other chloride, acid sensing ion channels (**D**) in high, medium, and low *Npy* expressing cells. (**E**) Confocal image of a fixed right stellate ganglion whole mount. PGP9.5 (red), *Npy*-GFP+ (green), and Neurobiotin (yellow). Magnified images from boxed region appear in right hand panels. (**F**) *Npy* + cells identified by epifluorescence during targeting with intracellular microelectrodes. Left panels DIC image (i,iv), right panel GFP (green) (ii),(v). (iii),(vi); Membrane potential tracings from a GFP+ (iii) and a GFP- (vi) cells in response to 500ms hyperpolarizing and depolarizing pulses. Resting membrane potential for both cells was more or less similar to ~–52.45 mV. Dash is 0 mV. (**G,H,I**) Summary electrophysiology data for the *Npy*+ (n=11 mice) and *Npy*- cells (n=11 mice). GFP + cells had similar current-voltage relationship (**G**) but showed greater membrane excitability in response to intracellular depolarization (**H**). Data are shown as means ± SEM; ***p<0.001 compared with *Npy*- cells. The raster plot (**I**) illustrates time of peak action potential amplitude in response to 500ms, 500 pA depolarizing current. Note the greater number of APs and shorter interspike interval in *Npy* + cells that reveal increased neuronal excitability. A two-way ANOVA followed by Sidak’s multiple comparison test was used for statistical analyses.

### Tiered control of cardiac sympathetic neurotransmission is mediated by *Npy*-expressing neurons in stellate ganglia

Next, we sought to examine how *Npy*-expressing subtypes might impact cardiac function in the physiologic studies. We first examined the role played by NPY + neurons at graded levels of sympathoexcitation (examined by escalating levels of electrical stimulation of the stellate ganglion in mice with or without ablated NPY +neurons). To deplete *Npy* expressing neurons, we injected pAAV-Ef1α-DIO-EGFP+pAAV-flex-taCasp3-TEVp (to express caspase which drives programmed cell death) or control virus (pAAV-Ef1α-DIO-EGFP) in right stellate ganglia of *Npy*-IRES-Cre mice (Figure 6A). To confirm ablation of NPY-expressing neurons, we imaged stellate ganglia isolated from DIO-EGFP and DIO-EGFP +Casp3 TEVp injected mice for staining NPY expressing neurons. We observed that NPY expressing neurons were depleted in stellate ganglia from NPY-neuron ablated mice (Figure 6B and C). Moreover, in a magnified view, we observed that high NPY expressing neurons localized densely in cardiac pole were highly affected in the Casp3-TEVp injected mice as compared to NPY neurons in other portions of the stellate ganglia (Figure 6C). After three weeks of virus incubation in mice, we electrically stimulated right stellate ganglion (RSG) in vivo in mice injected with either DIO-EGFP (n=3) or DIO-EGFP +taCasp3 TEVp (n=5) at 1, 5, 10, and 15 Hz and compared heart rate responses while escalating RSG stimulation frequency (Figure 6D). For both groups we escalated stimulation frequency only after the heart rate had returned to baseline following the previous stimulation (Figure 6E). Baseline heart rates across the various stimulation frequencies (1, 5, 10, and 15 Hz) remained the same for both groups (Figure 6E).

**Figure 6.**
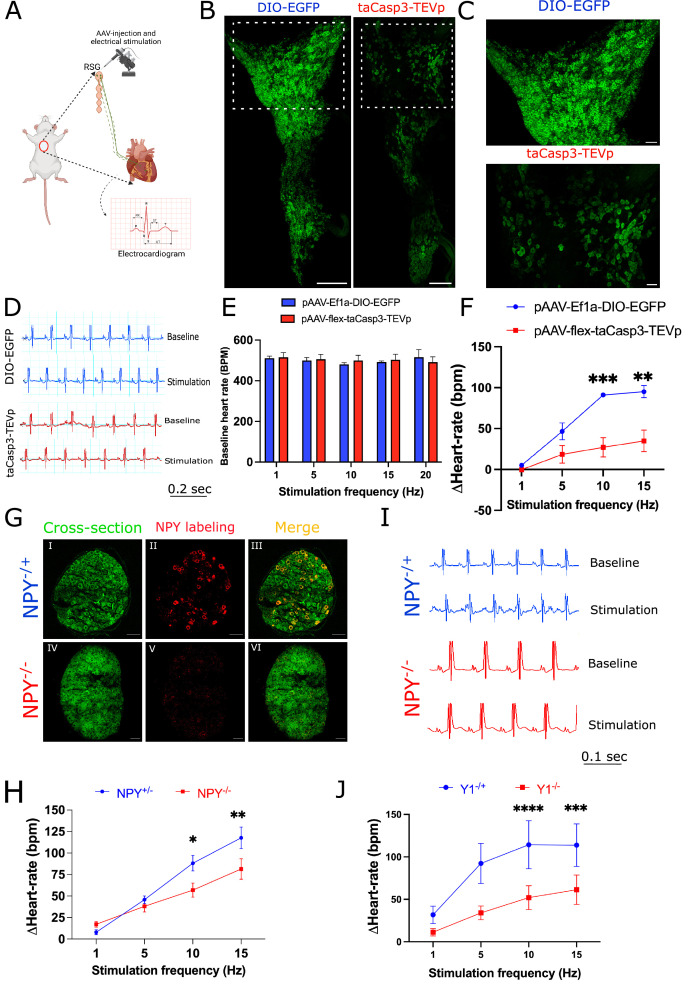
Cardiac sympathetic activation by stellate ganglionic neurons (SGNs) is mediated by NPY and receptor NPY-Y1R. (**A**) A schematic representation of electrical stimulation and chemogenetic ablation of *Npy*-expressing neurons in right stellate ganglia. (**B**) Whole mount right stellate ganglia prepared and stained with NPY antibody (green) from DIO-EGFP and taCasp3-TEVp injected mice. (**C**) High-magnification images obtained from DIO-EGFP and taCasp3-TEVp virus injected in right stellate ganglia. (**D**) The representative electrocardiogram snaps during right stellate ganglion stimulation (RSGS) from control and NPY-expressing neurons ablated mice. (**E**) Baseline heart rate for control and NPY neurons ablated mice at 1, 5, 10, and 15 Hz stimulation frequencies. (**F**) Heart rate change at 1, 5, 10, and 15 Hz stimulation frequencies in control vs. NPY neurons ablated mice. n=3 for control mice and n=5 for NPY neurons ablated mice. (**G**) Validation of Npy null mice. Right stellate ganglionic sections from *Npy*^+/-^ and *Npy*^-/-^ mice were stained with NPY antibody. (**G**) (І,ІV) Autofluorescence to visualize tissue- architecture. (**G**) (ІІ,V) NPY staining was observed only in tissue sections from *Npy*^+/-^ mice. (**H**) The representative electrocardiogram images from RSGS in *Npy*^+/-^ vs. *Npy*^-/-^ mice. (**I**) Change in heart rate at 1, 5, 10, and 15 Hz stimulation frequencies in *Npy*^+/-^ vs. *Npy*^-/-^ mice (n=8). (**J**) Heart rate change at 1, 5, 10, and 15 Hz stimulation frequencies in *Npy1r*^+/-^ vs. *Npy1r*^-/-^ mice (n=4). Data are shown as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001; Scale bars: 200 and 50 µm. The two-way ANOVA repeated measures followed by Sidak’s multiple comparison test were used for the statistical analyses.

Stimulation frequency and heart rate change showed a linear relationship for both control and NPY neurons ablated mice. However, heart-rate change was significantly lower for NPY neuron ablated mice compared to controls (p=0.0009; Figure 6F). We observed maximal significant heart rate change difference for NPY ablated mice (91.061±2.628 bpm) vs. controls (27.017±11.888 bpm) at high stimulation frequencies (10 Hz [p=0.0009] and 15 Hz) but not at low stimulation frequencies (1 Hz and 5 Hz). These findings suggest that *Npy*-expressing neurons are necessary to achieve maximal cardiac sympathoexcitation (i.e. high but not low stimulation frequencies).

To confirm that these findings do not merely reflect depletion of a substantial percentage of stellate ganglion neurons, we examined cardiac responses to escalating stimulation frequencies of right stellate ganglia in *Npy*^-/-^ mice compared to mice expressing *Npy* (i.e. *Npy*^+/-^). In these studies, the *Npy* gene is interrupted but stellate ganglion neurons are otherwise unperturbed. First, we examined *Npy* expression in wildtype, *Npy*^+/-^ and *Npy*^-/-^ mice. Wildtype and *Npy*^+/-^ mice show similar *Npy* expression, while *Npy*^-/-^ mice do not show expression of NPY in stellate ganglia (Figure 6G). In our electrical stimulation study, we found that compared to *Npy*-expressing animals, *Npy*^-/-^ mice exhibited muted heart rate responses at high (10 Hz and 15 Hz) but not low (1 Hz and 5 Hz) stimulation frequencies compared to mice expressing *Npy* (Figure 6H, I). To further support these findings, we investigated a similar experimental protocol in mice lacking the primary receptor mediating the cardiac effects of NPY (NPY1R; Howell et al., 2005). We compared *Npy1r* null mice to *Npy1r* expressing animals (*Npy1r*^-/+^). Similar to mice with NPY-expressing neurons selectively depleted in stellate ganglia and mice lacking *Npy*, mice lacking the *Npy1r* exhibited muted heart rate responses at high stimulation frequencies (10 Hz and 15 Hz) compared to mice expressing *Npy1r*, while no differences were seen at low stimulation frequencies (1 Hz and 5 Hz) (Figure 6J). Taken together, these data suggest that NPY-expressing neurons (and by extension cardiac NPY-NPY1R signaling) are necessary at high sympathetic stress states (i.e. high stimulation frequencies), but not low sympathetic stress states (i.e. low stimulation frequencies). Such tiered control may explain how cardiac responses are graded in response to sympathoexcitation.

## Discussion

In the current work, we identified neuronal subpopulations in stellate ganglia that innervate myocardium, their transcriptomic profile, electrophysiological properties, morphometric parameters, and physiological role (Figure 7). The major findings of this study are; (**1**) three unique subtypes of stellate ganglion neurons innervate the heart, although the same subtypes may innervate other tissue beds; (**2**) although these three subtypes all synthesize catecholamines, the differ in NPY expression, such that neuronal subtypes with high *Npy* expression (i.e. NA1a subtype) are morphologically, transcriptionally, and electrophysiologically distinct cells; and (**3**) NPY release, presumably from NA1a neurons is required to achieve maximal cardiac sympatho-excitation. These findings may provide rationale supporting new therapeutic approaches that target specific neuronal subtypes in heart failure.

**Figure 7.**
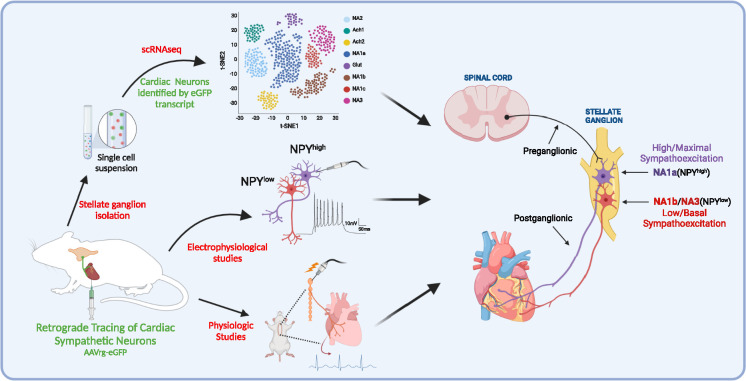
A schematic diagram of the approach taken in the current study. We identified and characterized cardiac innervating high- or low-*Npy* expressing neuronal subtypes that reside in the stellate ganglia. We identified intracardiac distribution of *Npy-*expressing cells, characterized their structural and electrophysiological properties, and determined the physiological function of *Npy* in relation to cardiac contractility.

Stellate ganglionic neurons (SGN) innervate a variety of tissue beds and organs relying principally on cholinergic (Ach) or adrenergic (NE) neurotransmitters (Furlan et al., 2016). However, whether SGN subtypes are restricted to particular tissue beds is not understood. Our study identified significant overlap between subtypes that innervate the heart (NA1a, NA1b, and NA3) and the paw (NA1a, NA1b, NA1c, and NA3), although paw tissue has more neuronal subtypes than heart. These findings suggest that multiple SGN subtypes contribute to peripheral nervous system control of organs and tissues. These findings are consistent with those of Furlan et al., 2016, who used scRNAseq to explore SGNs innervating nipple- and pilo-erector muscles, finding that these neurons acquired cell type specification during organogenesis via the acquisition of unique combinations of growth factor receptors, and expression of ligands by nascent target tissues.

The current study identified specific subsets of cardiac-innervating neurons in stellate ganglia distinguished by NPY expression. NPY, a key co-transmitter released from sympathetic nerve endings, is implicated in a diverse array of metabolic functions including temperature regulation, hunger and satiety, and cardiac adrenergic regulation (Ajijola et al., 2020; Engström Ruud et al., 2020; Kalla et al., 2020; Tatemoto et al., 1982; Yan et al., 2021). NPY receptors are expressed by various tissues (Kuo et al., 2007; Marsh et al., 1998; Pedrazzini et al., 1998), and in the heart, coupled with downstream signaling mechanisms that amplify cardiomyocyte calcium transients and increase diastolic calcium release from the sarcoplasmic reticulum (Bryant and Hart, 1996; Pellieux et al., 2000; Protas et al., 2003). Furthermore, the importance of NPY as a cardiac neurotransmitter is underscored by the recent finding that cardiac sympathetic blockade using beta-adrenergic receptor antagonists without NPY antagonists did not significantly raise ventricular fibrillation threshold, however, concomitant antagonism of both NPY and beta-receptor signaling did (Kalla et al., 2020). Additionally, low frequency sympathetic ganglion stimulation induced cardiac norepinephrine release, however, high frequency stimulation induced norepinephrine and NPY release into the myocardium from distal axonal projections from sympathetic neurons (Kluge et al., 2021). These data, interpreted in light of the new findings in this study, suggest that cardiac sympathetic regulation exists as a two-tiered system, where low-level cardiac sympathoexcitation is mediated by NPY-low or NPY-negative neurons, whereas high-level sympathoexcitation requires the recruitment of NPY expressing neurons.

A few findings in the current study support this notion. First, distinct neurons are high or low in NPY, suggesting that when robust cardiac sympathetic activation is required for the fight or flight responses, subsets of neurons rich in NPY are recruited. Second, mice with NPY ablated neurons in stellate ganglia are unable to reach maximal levels of cardiac chronotropic response during escalating sympathetic stimulation frequencies, unlike wildtype littermates. Given the profound actions of NPY as a potentiator of adrenergic signaling, our findings provide a basis for the prognostic role of elevated circulating or coronary sinus levels of NPY for identifying patients with severe sympathoexcitation for whom outcomes are dismal. Although, we have focused on NPY-expressing neurons, populations of neurons expressing other markers may also represent targets in disease states.

Of note, therapies that target the stellate ganglion, rather than systemic blockade, have shown significant benefit and are increasingly used clinically. Yet, these approaches target the entire stellate ganglion with potential off-target consequences for the other tissue beds and organs innervated by stellate ganglion neurons. Hence, specific targeting of neurons that innervate the heart and have a stronger influence in driving excessive chronic sympathetic signaling characteristic of chronic cardiac injury is needed. Coupling such cell-specific targeting with localized delivery of such agents to the stellate ganglion via a minimally invasive approach (for example used in concert with stellate ganglion block) offers a novel avenue to target sympathetic excess in chronic cardiac injury.

The current study has limitations. Although we carefully optimized tissue-specific labeling, we cannot completely exclude non-specific labeling of a few cells in stellate ganglia. However, our IHC studies validated the subpopulations identified by scRNAseq.

### Conclusions

In summary, we have identified the distinct subtypes of SGNs that innervate the heart and shown that these subtypes exert functional control based on expression of *Npy*. We present evidence that the absence of NPY-expressing subpopulations in the stellate ganglia results in the inability to achieve maximal sympathoexcitation. These findings expand our understanding of cardiac sympathetic control mechanisms and suggests that cell-specific targeting of sympathetic neurons may offer new therapies for heart failure.

## Methods

### Mouse strains

Animal experiments complied with institutional guidelines and ethical regulations. The study (protocol number: 18–048) was approved by the UCLA institutional Animal Care and Use Committee. The ethical approvals for the use of Adeno-associated virus vectors (AAVs) were provided by the Institutional Biosafety Committee (IBC), UCLA. Adult male mice, aged between 8 and 10 weeks, were housed according to the standard laboratory conditions (12 hr light/dark) with ad libitum access to food and water. Mice strains C57BL/6 J (000664), *Npy*-hrGFP (006417), and *Npy*-IRES-Cre (027851) were purchased from the Jackson Laboratory. *Npy* and *Npy1r* knockout mice were received as a generous gift from Dr. Herbert Herzog’s laboratory in Garvan Institute of Medical Research, Australia.

### Retrograde neuronal tracing experiments

We used C57BL/6 J and *Npy*-hrGFP mice strains for tracing neurons in the stellate ganglion. We injected 10 μl of each retrograde tracer AAV or cholera toxin-B (CTB) from heart. AAVs serotype AAV2/retro-CAG-flex-tdTomato (1e+12 gc/ml) and AAV2/retro-CAG-flex-GFP (1e+12 gc/ml) were procured from Viral vector core, Boston Children’s Hospital. The cholera toxin subunit-B conjugated; Alexa Fluor-488 (C-34775), Alexa Fluor-555; (C-34776), Alexa Fluor-647 (C-34778) were procured from Molecular Probes.

### Cardiac injections of CTB and AAVs

C57BL/6 J and *Npy*-hrGFP transgenic mice were given carprofen (5 mg kg^–1^, s.c.), cefazolin (Hikma Farmaceutica, #0143-9924-90) and buprenorphine (0.05 mg kg^–1^, s.c.) 1 hr before surgery. Animals were anesthetized, intubated, and mechanically ventilated. A left lateral thoracotomy was performed at fourth intercostal space, pericardium opened, and heart exposed. Ten μl of either CTB conjugate to Alexa Fluor-488, or –555, or 647 (0.2%) or AAV conjugated to GFP or tdTomato (1e+12 gc/ml) was injected intramyocardially in the heart with a 31-gauge needle. The surgical wounds were closed with 6–0 sutures. Animals were sacrificed, perfused with 4% paraformaldehyde (4% PFA), and right and left stellate ganglion tissues were harvested 4 days of post-surgery.

### Stellate ganglia dissociation for single-cell analyses

Bilateral stellate ganglia in C57BL/6 mice were identified, isolated, and collected in artificial cerebrospinal fluid (ACSF; Figure 1A). Next, 16 left and right stellate ganglia combined were incubated for an hour at 37 °C in a digestion solution prepared with 500 μl TrypLE Express (ThermoFisher Scientific, Waltham, Massachusetts), 2000 μl Papain solution (Worthington Biochemical Corporation, Lakewood, New Jersey; 25 units/mL in ACSF), 100 μl Collagenase-Dispase (Millipore Sigma, Burlington, Massachusetts; 20 mg/mL in ACSF) and 270 μl DNAse I (Worthington Biochemical Corporation, Lakewood, New Jersey; 200 units/mL in ACSF). After an hour, the cells were carefully triturated with fire-blown Pasteur pipettes every thirty minutes. Following the second trituration, 100 μl fresh Collagenase-Dispase (20 mg/mL in ACSF) was added to the solution and cells were incubated for another hour at 37 °C, triturating every thirty minutes. Next, the suspension was filtered through a 40 μm filter (Thermo Fisher Scientific, Waltham, Massachusetts) and ACSF was added to halt enzymatic digestion. The suspension was spun down at 100 *g* for 4 min at room temperature, and the pellet collected and resuspended in 500 μL ACSF and 500 μL supplemented Neurobasal-A medium (Thermo Fisher Scientific, Waltham, Massachusetts; 250 μL B27, 250 μL Penicillin-streptomycin, 31.3 μL L-Glutamine). The cell suspension was transferred onto a density gradient (Millipore Sigma, Burlington, Massachusetts) and centrifuged at 100 *g* for 10 min at room temperature. The supernatant was carefully removed until the solution was concentrated to 500 μL. Singlecell RNA sequencing used microfluidic capture-based encapsulation, barcoding, and library preparation 10 x Genomics Chromium scRNAseq system (10 x Genomics, Pleasanton, California). Cells were loaded into a Chromium Chip B along with partitioning oil, reverse transcription reagents, and a mix of hydrogel beads containing 3,500,000 unique 10 X Barcodes. Paired end sequencing was performed on a Novaseq S4 system, using the v3 Illumina platform. Coverage depth was 20 K per cell, and the read length was 2x50. Analysis including demultiplexing, reference-based mapping (GRCm38.98), and UMI identification, was performed according to the 10 X Cell Ranger pipeline. We modified the reference by adding in the sequences for GFP to detect their transcripts in cells.

### scRNAseq data quality control, normalization, and integration

To be included in the dataset, cells had to express more than 500 but fewer than 6000 genes. Dataset requirements call for fewer than 20,000 total UMIs detected, and less than 15% of their RNA content to be from mitochondria. The following scRNAseq analysis was performed in the Seurat v3 R package. We then split the data by sample, normalized the data, found the top 2000 highly variable features, and integrated the samples together to remove any batch or sample-specific effects. We then scaled the data, while regressing out effects from the number of genes and mitochondrial percent. We performed dimensionality reduction using principal component analysis (PCA) with 30 PCs. We computed the nearest neighbor embedding on 20 principal components (PCs), and further reduced the dimensionality to two dimensions with UMAP for visualization. We performed Louvain community detection, to separate cell types into clusters. We found cluster markers by the Wilcoxon test (FDR < 0.05) and identified cell types from these markers. We identified endothelial cells, fibroblasts, macrophages, microglia, neurons, satellite glia, Schwann cells, smooth muscle cells, T cells, and VLMC. We classified the neuronal population based on the expression of *Snap25*, *Syt1*, *Pcsk1n*, and *Prph*, separating these neurons out for further analysis.

### Single-cell clustering of neuronal subpopulation

To identify the neuronal subtypes from neuronal populations, we processed scRNAseq data as mentioned in the supplementary method section 3. First, we integrated the data as described, reduced the dimensionality with PCA on 30 PCs, found the nearest neighbor embedding, and determined the 8 subclusters with the Louvain community detection algorithm. We identified marker genes for each cluster by the Wilcoxon test (FDR < 0.05). These neuron subclusters were annotated according to previously defined neuronal cell subtypes (Furlan et al., 2016). We identified 5 neuro adrenergic clusters (NA1a, NA1b, NA1c, NA2, NA3), 2 acetylcholine (Ach1, Ach2), and 1 glutamatergic subtype (Figure S2 and S3). We identified cardiac and paw innervating neurons based on the expression of GFP and tdTomato transcripts respectively. We determined *Npy* (low, medium, and high) neuron subpopulations based on their presence in the bottom 30%, middle 40%, or top 30% quantile. We identified *Npy*-associated genes in the cardiac (NA1a, NA1b, NA3) and paw (NA1a, NA1b, NA1c, NA3) innervating subclusters. For each gene, to eliminate the effects of high zero content, we identified cells expressing at least one transcript of both *Npy* and the other gene of interest. We then computed the Pearson correlation coefficient, and corrected p-values based on the Benjamini-Hochberg procedure. Significant associations (FDR < 0.05) were identified for further analysis. To visualize the association of receptors, transcription factors, neuropeptides, and ion channels, we split the neurons into the 3 categories of *Npy* expression, low, medium, and high. The bottom 30% based on *Npy* were categorized as low/negative, the middle 40% were categorized as medium, and the top 30% were categorized as high *Npy* expressions. We then visualized the relative expression of each gene with heatmaps using the seaborn python package.

### Pathway enrichment analysis

We annotated biological pathways enriched with the *Npy* associated genes. We identified these pathways based on the negative, positive, and combined *Npy* associated genes. Pathways were determined based on the hypergeometric test with corrected p-values based on the Benjamini-Hochberg procedure. Significant pathways were those significantly enriched for *Npy* associated genes (FDR < 0.05). Pathways from the Biocarta, Hallmark, Kegg, and Reactome databases were considered.

### Dissection of thorax and isolation of stellate ganglia and heart tissues

Mice strains C57BL/6 J, *Npy*-hrGFP, and *Npy*-IRES-Cre were anesthetized with 4% isoflurane and euthanized by cervical dislocation. Mice were first perfused with 50 mL ice-cold 0.01 M phosphate buffer saline (PBS) (10 mM potassium phosphate, pH 7.4 and 150 mM NaCl) containing heparin followed by 50 mL freshly prepared, ice-cold 4% paraformaldehyde in PBS. Once the animal was fixed, tissues (left and right stellate ganglia and heart) were isolated, and fixed in 4% PFA overnight at 4℃, washed, and stored at 4℃. Heart tissues from AAVrg-CAG-GFP-WPRE injected mice collected, sectioned, and stained for rabbit PGP9.5 (Abcam, #ab108986, 1:400 dilution) and goat anti-cardiac troponin I to confirm the retrograde labeling of cardiac innervating neurons in the stellate ganglia.

### Cryo-sectioning and immunofluorescence tissue labeling

Bilateral stellate ganglion tissues from C57BL6/J, *Npy*-hrGFP, and *Npy* knockout mice were isolated and transferred into 24-well plates containing phosphate buffered saline (PBS; 10 mM potassium phosphate, pH 7.4 and 150 mM NaCl)-NaN3 (0.02%). Tissues were then replaced with 4% w/v paraformaldehyde in PBS for 24 hr of fixation. Tissues were removed from 24-well plates, washed with PBS, and kept in 30% sucrose (w/v) before embedding into cryo-medium OCT compound (Tissue-Tek, Sakura, Netherlands). OCT embedded tissues were frozen and stored at –80 °C. Tissue blocks were then sliced into 25–30 μm thick sections on a cryostat (Leica Jung Frigocut 2000, Wetzlar, Germany) at –25 °C and collected in PBS containing 0.1% sodium azide. The samples were then permeabilized in 0.1% Tween-20 (Sigma-Aldrich) in PBS (0.1% PBS-T) for 10 min and washed three times with PBS for 5 min each. The samples were then blocked in 10% v/v normal donkey serum (NDS) (D9663, MilliporeSigma Corporate) in 0.2% PBS-T for 20 min and washed with PBS for 5 min. The primary antisera incubation was carried out either at 4℃ overnight or 3 hr at room temperature (RT) in 0.2% PBS-T containing 5% NDS. The primary antibodies were: sheep anti-TH (Millipore, #ab1542, 1:200), rabbit anti-CNTN5 (Thermo Fisher Scientific, #PA5-59486, 1:30), rabbit anti-NPY (Cell Signaling Technology, #11976 S, 1:200), goat anti-NPY (Novus Biologicals, #NBP1-46535, 1:200), rabbit anti-VIP (Thermo Fisher Scientific, #PA5-78224, 1:100), rabbit anti-KCNT1/SLACK[N3/26] (Abcam, #ab94578, 1:50), goat anti-NGFR (R&D System, #AF1157, 1:100), goat anti-vimentin (Millipore Sigma, #V4630, 1:400), rabbit anti-calmodulin (Novus Biologicals, #NBP2-67413, 1:100), rabbit anti-SCTR (Thermo Fisher Scientific, #PA5-76698, 1:25), rat anti-SST (Millipore-Sigma, #MAB354, 1:50), goat anti-FABP7 (R&D system, #AF3166, 1:100), rabbit anti-CASZ1 (Thermo Fisher Scientific, #PA5-55800, 1:100), goat anti-cardiac troponin I (Abcam, #ab56357, 1:200), and rabbit anti-PGP9.5 (Abcam, #ab108986, 1:400) used for the specific key gene markers. Samples were then washed six times in PBS for 5 min each and incubated with secondary antibodies (1:200) in 0.2% PBS-T containing 5% NDS for 1 hr at RT. Secondary antibodies used for the detection were: donkey conjugated Cy3 IgG (H+L) anti-rabbit (Jackson ImmunoResearch, #711-165-152), anti-sheep (Jackson ImmunoResearch, #713-165-147), anti-goat (Jackson ImmunoResearch, #705-165-147), Alexa Fluor-488 IgG (H+L) anti-rabbit (Jackson ImmunoResearch, #711-545-152), anti-sheep (Jackson ImmunoResearch, #711-165-152); Alexa Fluor-647 IgG (H+L) anti-goat (Jackson ImmunoResearch, #705-605-147), and anti-rat (Jackson ImmunoResearch, #712-605-153). Immediately after secondary antibodies incubation, tissue-sections were washed with 0.01 M PBS six times for 5 min each. The samples were mounted onto SuperFrost Plus slides (Thermo Fisher Scientific, #12-550-15) using the anti-fade reagent, n-propyl gallate (Sigma-Aldrich) in 100 mM phosphate buffer (pH 7.2).

For pig and human stellate ganglia samples (Figure 2), paraffin-embedded ~5-µm-thick sections were placed on slides using the microtome. Antigen retrieval was carried out using the antigen unmasking solution (ab93680) in a pre-heated chamber (95 ℃) for 20 min. Samples were treated with autofluorescence quenching solution (TrueBlack Lipofusein, #23007, Biotium) before blocking with a buffer containing 10% NDS in 0.2% PBS-T, and then primary and secondary antibody incubations carried out as mentioned above. Tissues were washed several times in 0.01 M PBS before being mounted on the slides using RIMS (refractive index matching solution).

### Confocal microscopic imaging

High-fluorescent images were acquired on a confocal laser scanning microscope LSM 880 Upright (Carl-Zeiss, Germany) in fluorescence and bright-field illumination modes. The laser lines used were 405 nm (diode [405-30]) for excitation of DAPI, 488 nm (argon) for Alexa-488, 561 nm (DPSS [561-10]) for Cy3, and 633 nm (HeNe) for Alexa-647. Samples were visualized through Plan-apochromat 10 x/0.45 air, Plan-Apochromat 20 x/0.8 air, and Plan-Apochromat 63 x/1.4 oil objectives. For imaging the whole-mount tissues, we used z-stack optical sectioning and tile-scan image overview mode to generate the composite images.

### Image processing, quantification, and data analysis

Cardiac and other tissue innervating neuronal subpopulations in the stellate ganglia were processed and quantified using ZEN-black (ZEISS), NIH ImageJ, and Imaris softwares. To validate the cardiac innervating neuronal subtypes, we stained stellate ganglia sections, collected from C57BL/6 J and *Npy*-hrGFP mice labeled retrogradely from heart and other tissues using either CTB-647 or –555. To count the NPY + cardiac innervating neurons, first, we counted only CTB + cells in *Npy*-hrGFP mice injected with CTB-555 in heart (Apex and base) and paw using the analyze particles function tool in the ImageJ and then counted CTB + cells colocalized with NPY + cells. This method allowed us to quantify the NPY +and NPY- neurons that innervate different regions of the heart (Figure 4F, G, H and J).

### Neuronal electrophysiology

For intracellular recording from intact preparations of whole right stellate ganglia using sharp microelectrodes, adult male *Npy*-hrGFP mice (n=11) were sacrificed under deep isoflurane (5%) anesthesia by cervical dislocation and exsanguination. The thorax was removed and placed in the ice-cold physiological salt solution (PSS) containing, in mM: 121 NaCl, 5.9 KCl, 1.2 NaH_2_PO_4_, 1.2 MgCl_2_, 25 NaHCO_3_, 2 CaCl_2_, 8 D-glucose; pH 7.4 maintained by 95% O_2_-5% CO_2_ aeration. Stellate ganglia were isolated from the paravertebral chain at the origin of the first rib, and the overlying connective tissue was pinned to the SylGard (Dow Corning) floor of a glass bottom petri dish. Isolated ganglia were superfused (6–7 ml/min) continuously with PSS maintained at 32–35°C with a thermostatically controlled heater. Stellate neurons, either positive or negative for GFP expression as identified under epifluorescence, were impaled with borosilicate-glass microelectrodes filled with 2 M KCl +2% Neurobiotin (Vector Labs). Membrane voltage was recorded in a current clamp configuration using a Multiclamp 700B amplifier connected to a Digidata 1550B data acquisition system and personal computer with pCLAMP 10 software (Molecular Devices, CA) for data acquisition and analysis.

### Virus administration and electrical stimulation of right stellate ganglia

The pAAV-flex-taCasp3-TEVp (AAV5) was a gift from Niroa Shah and Jim Wells (Addgene plasmids # 45580) and pAAV-Ef1α-DIO-EGFP (AAV5) was a gift from Bryan Roth (Addgene plasmids # 27056). *Npy*-IRES-Cre (n=8), *Npy* knockout (*Npy*^-/-^, n=8; *Npy*^-/+^, n=8), and Npy*1r* knockout (Npy*1r*^-/-^, n=4; Npy*1r*^-/+^, n=4) mice were anesthetized with isoflurane (induction at 4%, maintenance at 2%, inhalation) (Isoflurane Vaporizer, SOMNI Scientific). Two needle electrodes were inserted subcutaneously into the right forearm and the left hindleg to obtain lead II electrocardiograms (Grass RPS 107 Regulated Power Supply, Grass Instrument Co.; Grass P511 AC Amplifier, Natus Neurology). With the use of a dissecting microscope (SZ-CTV Olympus Dissecting Microscope; KL 2500 LED Illuminator, Schott), a midline neck incision was performed to intubated, and mechanically ventilated mice at 150 bpm (SAR-830/P Ventilator, CWE, Inc). A left thoracotomy was performed at the second intercostal space to expose the right stellate ganglia located along the sympathetic chain near the first rib. Mice were injected with either DIO-EGFP or DIO-EGFP +taCasp3 TEVp (3 μl; 1e+13 vg/ml) into the right stellate ganglia using Programmable Nanoliter Injector (Nanoject III, Drummond Scientific Company). The viral load was released into the stellate ganglia with a rate of 20 nl per second. Five minutes later, the glass capillary pipette was pulled out slowly from right stellate ganglia. Mice were recovered on heating pads. AAVs were allowed to be incubated for three weeks in mice before electrical stimulation of right stellate ganglia was performed.

All electrode stimulations (Concentric Bipolar Electrode, FHC) were performed with repeating, monophasic pulses for 10 s at a constant duration of 10ms, output amplitude of 10mA, for a period of 10 s, while varying the stimulation frequencies by 1 Hz, 5 Hz, 10 Hz, 15 Hz, and 20 Hz (Grass S88x Stimulator, Grass-Technologies Astro-Med, Inc; Photoelectric Stimulus Isolation Unit, Grass Instrument Co.; PowerLab/16SP, AD Instruments Ltd). A period of 10 min between the stimulations allowed the heart rate to return to baseline. Electrocardiograms were recorded using LabChart 7 and analyzed with LabChart7 and Spike2 7.11 programs. Right stellate ganglia were collected, stained, and imaged for NPY expression after the electrical stimulation.

### Statistical analysis

Microsoft Excel and GraphPad Prism 9.0.1 were used for data handling, analysis, and graphs. Sample sizes and statistical tests performed are indicated in the legend for each figure. Normality of data was assessed using the Shapiro-Wilk or Kolmogorov–Smirnov test. Normally distributed data were compared through a Welch’s t-test or ANOVA, while data not normally distributed were analyzed through a Mann-Whitney test. Legend for statistical significance: *p≤0.05, **p≤0.01, ***p≤0.001, ****p*≤0.0001*. All data are shown as individual data points.

### Software packages

scRNAseq processing: R, cell ranger, Seurat v3. Visualization: python, scaNpy, pandas, numpy, matplotlib, seaborn. Npy association: python scipy.

## Data Availability

Data related to single-cell RNA seq analysis generated from this manuscript are available from the GEO database (GSE231924). The following dataset was generated: AjijolaO SharmaS LittmanR 2023Tiered Sympathetic Control of Cardiac Function Revealed by Viral Tracing and Single Cell Transcriptome ProfilingNCBI Gene Expression OmnibusGSE23192410.7554/eLife.86295PMC1021256137162194

# Supplementary material for: Tiered sympathetic control of cardiac function revealed by viral tracing and single cell transcriptome profiling
**Source:** eLife. 2023 May 10;12:e86295. doi: 10.7554/eLife.86295
**Supplement:** Supplementary file 1.

### Supplementary Table 1

| Sample | Batch | Sequencing Depth  (UMIs/Cell) | Sequencing Saturation |
| --- | --- | --- | --- |
| Mouse-2-1_WTLM | 2 | 5,558 | 60.9% |
| Mouse-2-2_WTLM | 2 | 6,241 | 68.3% |
| Mouse-2-3_WTLM | 2 | 3,818 | 83.1% |
| Mouse-2-4_WTLM | 2 | 5,627 | 59.8% |
| Mouse-2-6_WTLM | 2 | 4,953 | 60.4% |
| Mouse-1-3_WTLM | 1 | 5,599 | 88.5% |
| Mouse-1-6_WTLM | 1 | 4,441 | 87.8% |
| Mouse-1-7_WTLM | 1 | 5,157 | 81.2% |
|  |  |  |  |
|  |  |  |  |
|  |  |  |  |
|  |  |  |  |
|  |  |  |  |

# Supplementary material for: Tiered sympathetic control of cardiac function revealed by viral tracing and single cell transcriptome profiling
**Source:** eLife. 2023 May 10;12:e86295. doi: 10.7554/eLife.86295
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see[EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | This manuscript does not contain any material related to data and code-availability. |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Information is provided in section: Methods-Cryo-sectioning and immunofluorescence tissue labeling protocols. |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods-Mouse strains section has all the information . |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Detailed protocols for each experiment types are described in step-by-step procedure in the Method section. |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Determined based on laboratory historical controls and studies |  |
| Randomisation | Animals were randomly assigned to groups |  |
| Blinding | In vivo stellate ganglion stimulation studies were done in a blinded fashion. |  |
| Inclusion/exclusion criteria |  | n/a |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Number of samples are indicated in each figure legend |  |
| Define whether data describe technical or biological replicates. | Biological replicates |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Animal Research Committee (ARC), UCLA; Protocol #: 2018-048-01 |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Methods-Statistical analysis are indicated in each figure legend. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | We have added a statement under methods that indicate that data will be deposited in GEO database upon publication. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. |  | N/A |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

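The study sequenced single cells of the stellate ganglia of 8 mice of 1 condition, in which GFP virus had been injected into the heart and tdTomato virus into the front paws. The authors aligned the reads with Cell Ranger to GRCm38 with the GFP sequence added, filtered and normalized the cells with Seurat, clustered them and named the neuronal subtypes. The paper's methods name no step that removes doublets, and none was applied here. Doublets therefore stay possible in every subtype. The deposited values are the natural log of 1 plus UMIs per 10000, before the authors' integration of mice, for 19224 genes in 1303 neurons. They are not counts, and the UMIs of each gene were recovered from them by dividing by the smallest step of each cell. All 1303 neurons passed the authors' filter on genes, UMIs and mitochondrial RNA when it was tested on the recovered UMIs. The unlabelled neurons all had at least 1001 genes, a limit that the paper's methods do not name. The authors' subtype and mouse name of each neuron were used as given.

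Of the 8 mouse names in the data, 5 were each matched to 1 sample and 3 were not. The 3, with 301 neurons, entered only values pooled over all neurons, since their neurons could not be placed in a replicate. Values over mice therefore rest on 5 mice of batch 2, and batch 1 was not compared with it. The neurons of these mice hold a total of 916296 to 1196621 UMIs per mouse. The paper's supplement gives 5558, 6241, 3818, 5627 and 4953 UMIs per cell and a sequencing saturation of 60.9%, 68.3%, 83.1%, 59.8% and 60.4% for replicates 1 to 5, while the depths in the text are those of the neurons. Intervals for counts of neurons are exact 95% Clopper-Pearson intervals, and the limit that a count of 0 allows is 3 neurons of the total. Both cover counting error only.

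A count-based test had been planned. Because the values turned out to be on the natural log scale, it was replaced, after the unit was known and before any result of it was seen, by a test on means. For each mouse and group with at least 10 neurons, the mean of UMIs per 10000 over neurons was taken, genes with a mean of at least 0.5 in at least as many profiles as the smallest group has were kept, and log2 of the mean plus 0.1 was fitted with limma 3.58.1 in R 4.3.3. The fit had 1 term per group, the mouse as a block and an intensity trend in the prior variance, and genes with a Benjamini-Hochberg adjusted p below 0.05 were called. One fit covered NA1a, NA1b, NA1c and NA3, and 1 fit each the strata of Npy in the cardiac subtypes (NA1a, NA1b and NA3), in these with NA1c, and within NA1a. Profiles of the same mouse were paired since they come from 1 animal, and the mean correlation of their residuals was 0.0958 for subtypes, 0.186 for cardiac strata and 0.232 for strata with NA1c.

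Strata of Npy were set as in the paper, at the bottom 30% and the top 30% of the pooled neurons. Within NA1a the limits were set within each mouse and a stratum entered with at least 5 neurons, a definition that was changed 2 times after the earlier ones left too few mice. Genes associated with Npy were found from Pearson's correlation within each mouse over neurons with at least 1 UMI of both genes, with Fisher's z tested by limma. Gene families were 17 lists fixed by gene symbol, of which those with at least 3 tested members were tested by camera with an inter-gene correlation of 0.01 and by fry. Exact sign-flip permutation tests over mice, Clopper-Pearson intervals, Fisher's exact test and random draws were computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. All tests are two-sided.

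The genes named in the text were chosen by a rule set before the data were examined. They are the genes that the paper names with its sequencing data, in each comparison the 5 largest positive and 5 largest negative differences among called genes with the same direction in every mouse, and in each family the 3 members with the smallest p. Some genes chosen by this rule are not reported here. Genes that a figure of the paper shows were used for their number of neurons. To weigh RNA from other cells, lists of marker genes were written for satellite glia, Schwann cells, fibroblasts, endothelial cells, immune cells and smooth muscle. The alternatives covered the filter, the replicate block, the groups in the fit and leaving out each mouse or the deepest 10% of neurons. They also covered thinning of neurons to 2000 UMIs, the minimum number of neurons, the correlation coefficient, zeros, centring on the subtype and pooled neurons. Thinning left out neurons with fewer than 2000 UMIs. In replicates 1 to 5 it kept 813 of 1002 neurons, from 58.1% of Ach1 to 96.7% of NA1a. Added later were a pseudocount of 1, averaged natural log values, summed UMIs scaled to their total, profiles weighted by neurons, profiles centred on their median gene, draws of equal size or depth and the removal of depth by partial correlation.

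The steps were tested on simulated data with 20 draws each. With 200 genes changed 2-fold or 4-fold, limma recovered 65.8% of them in the design of NA1a against NA1b and 64.8% in the design of the Npy strata, with 4.43% and 4.29% false calls (median 3835 and 3844 genes). With correlations of 0.6 planted in 200 genes, the test on Fisher's z recovered 99.8%, with 4.57% false calls among 6147 genes. Over mice, Stmn1 (0.435) and Celf3 (-0.481) already lie below that size, so the recovery of weaker correlations is not known. A family shifted as a set was found in all 20 draws by camera and fry, and at least 1 other family was called in 5% of draws by camera and in 10% by fry. The simulated genes varied independently, so these draws do not test families whose genes vary together. The limma and family draws held only the groups compared, while the fits to the data held further subtypes or strata. The simulated tests were run after the first fits to the data. Cells other than neurons, the reads themselves, the immunohistochemistry, the electrophysiology and the physiological recordings were not analysed here, nor were the paper's enrichment results rescaled.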

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

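In this part, the comparison of marker lists and single transcripts in the Ach1 neurons and the thinned values of single mice were chosen only after the results were seen. A mouse far from the others was looked for in 49 groups of values, and 3 were found, where chance gives about 1 in 20 groups.

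Of the neurons of replicate 4, 23.4% were Ach1, against 0.508% to 1.76% in the other mice. The explanation tested is that another cell type in that mouse was classed with Ach1. A UMI of Slc18a3, Chat or Vip was found in 70.9% of the 55 Ach1 neurons of that mouse (95% Clopper-Pearson interval 57.1 to 82.4, median 2072 UMIs per neuron). It was found in 16.0% of the 156 noradrenergic neurons of the same mouse (10.6 to 22.7, median 4551.5 UMIs). This argues against a random draw of those neurons, but not against neurons of a noradrenergic type. It was found in 57.1% of the 7 Ach1 neurons of the other matched mice (18.4 to 90.1, median 11268 UMIs), an interval that holds that of the 55 neurons. Most of the share came from Vip, found in 37 of the 55 neurons, whose mean was 5.07 UMIs per 10000, against 0.607 in those 7 neurons. Slc18a3 was found in 4 of the 55, against 58.8% of the 17 Ach2 neurons of the mouse, at a median of 5236 UMIs. Dbh averaged 16.4 and Th 7.19 UMIs per 10000 in the 55 neurons, against 9.14 and 5.05 in the noradrenergic neurons of the mouse. Chat was found in 0 of 55 and 0 of 7 neurons, Dbh and Apoe in 55 of 55 and 7 of 7, and Fabp7 in 50 of 55 and 7 of 7. The genes furthest above the noradrenergic neurons of the mouse were Lum (log2 difference 4.58), Smoc2 (3.84), H2-Eb1 (3.84) and Cd74 (3.70), named here after their values were seen. Satellite glia genes made up 1.37% of the UMIs of these neurons, fibroblast genes 0.526% and immune genes 0.101%. A cholinergic subtype that this mouse holds more of and neurons of another type that carry RNA of other cells cannot be told apart, since the other mice hold only 7 Ach1 neurons. The mice share 1 condition, so no biological explanation was tested.

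The correlation of Npy and Gal was 0.489 in replicate 2, against 0.670 to 0.741 in the other mice. With neurons thinned to 2000 UMIs, it was 0.531 in replicate 2 and 0.469 to 0.672 in the other mice. Among the neurons that could be thinned, the mouse therefore lies among the others at equal depth. Without replicate 2, the mean over mice was 0.703. The cause was not tested further, and no biological explanation was tested.

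The highest number of UMIs in a neuron was 16980 in replicate 2 and between 19377 and 19949 in the other mice. The authors' filter ends at 20000 UMIs, which holds the other mice close together, so that the gap of replicate 2 is set against a range that the filter narrows. Replicate 2 also had the lowest median, 2722 UMIs per neuron. No biological explanation was tested.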

How the results depend on the processing

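In this part, the tests chosen only after the result was seen are those with a pseudocount of 1, averaged natural log values (for numbers of genes and families), summed UMIs, profiles weighted by neurons or centred on their median gene, the pooled neurons with counts set to 1, thinned or with depth removed, the pooled neurons within a subtype, all neurons of the 8 mouse names together, NA3 strata in mice with at least 10 neurons, and labelled neurons above 1000 genes. Where no cause is named below, the cause was not tested.

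Npy was higher in NA1a than in NA1b in 11 of 11 alternatives (log2 difference 3.12 to 3.44, or 2.51 as a difference of averaged natural log values), than in NA1c in 11 of 11 (0.85 to 0.99, or 0.60) and than in NA3 in 9 of 9 (1.95 to 2.31, or 1.59). The share of NA1a, NA1b and NA1c stayed between 59.1% and 68.9% in 8 alternatives, and the low share of NA3 below 50% in 9 (13.9% to 48.9%, 26.8% with at least 10 neurons). With 5 mice or fewer an exact p below 0.05 is not possible here, so only directions were compared.

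The numbers of genes called between subtypes moved with the genes and groups in the fit. With no filter, NA1a against NA1b gave 213 genes (main value 418) and NA1a against NA1c 195 (541), with 16767 genes tested in place of 5754. With only the 2 groups in the fit, NA1a against NA1b gave 704, NA1a against NA3 949 (1527) and NA1b against NA3 964 (1833). In neurons thinned to 2000 UMIs the counts were 113 for NA1a against NA1b, 103 for NA1a against NA1c, 47 for NA1b against NA1c (145), 897 for NA1a against NA3 and 1085 for NA1b against NA3. Without the deepest 10% of neurons, NA1b against NA3 gave 1164. Averaged natural log values gave 634 for NA1a against NA1b and 1029 for NA1a against NA1c, and weighting by neurons 710 for NA1a against NA1b and 225 for NA1b against NA1c, where summed UMIs gave 249. With each mouse left out, NA1a against NA1b ranged from 163 to 393 (163 without replicate 1, 232 without replicate 2), NA1a against NA1c from 181 to 475 (181 without replicate 1), NA1b against NA1c from 90 to 161 (94 without replicate 3, 90 without replicate 5), NA1a against NA3 from 1104 to 1415 and NA1b against NA3 from 1177 to 1751 (1177 without replicate 2).

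Some settings moved the balance of higher and lower genes. It was 237 higher and 181 lower for NA1a against NA1b, 312 and 229 for NA1a against NA1c, 50 and 95 for NA1b against NA1c, 1018 and 509 for NA1a against NA3, 1200 and 633 for NA1b against NA3, 221 and 216 for high against low Npy, and 242 and 190 with NA1c added. With averaged natural log values it was 528 and 106, 953 and 76, 60 and 70 for the first 3, 730 and 807 for NA1b against NA3, 412 and 111 for high against low Npy, and 400 and 153 with NA1c added. Centring on the median gene gave 416 and 175 for NA1a against NA1c and 877 and 745 for NA1b against NA3. The larger side changed for NA1b against NA3 with averaged natural log values, with summed UMIs for NA1a against NA1c (235 and 345) and high against low Npy (186 and 228), with no filter for NA1a against NA3 (882 and 1046) and NA1b against NA3 (1013 and 1175), without replicate 2 for high against low Npy (145 and 156), and in thinned neurons within NA1a (3 and 6, from 7 and 4, with 34 and 4 by averaged natural log values).

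Between high and low Npy, the count of 437 was 220 with no replicate block, 278 with no filter, 183 in thinned neurons and 262 to 396 with each mouse left out (262 without replicate 1). With NA1c added, the count of 432 was 217 with no replicate block, 168 in thinned neurons and 303 to 384 with each mouse left out. Within NA1a, the count of 11 ranged from 2 to 39 over all alternatives (2 with no replicate block, and 4, 2, 3, 3 and 39 without replicates 1 to 5). Leaving out the replicate block moved no other family over the threshold and no other total of called genes by more than 1.5 times (the 181 genes lower in NA1a than in NA1b became 118), and of 156 values of named genes 28 fell short of the threshold without it, 0 newly passed it and 0 reversed.

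None of the named genes reversed here, where the pooled correlations below are left out. Their values kept their direction and their side of the threshold in 221 of 222 alternatives for the 14 genes of NA1a against NA1b, 231 of 270 for NA1a against NA1c, 240 of 254 for NA1b against NA1c, 321 of 352 for NA1a against NA3, 385 of 400 for NA1b against NA3, 485 of 559 for high against low Npy, 275 of 284 with NA1c added, and 60 of 135 within NA1a. For the correlations with Npy, they did so in 86 of 96, in 85 of 96 with NA1c added and in 13 of 18 within NA1a. The other values kept their direction and fell short of the threshold.

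The numbers of genes associated with Npy depended on most settings. The 67 positive and 152 negative genes became 593 and 87 with zeros kept, 5 and 2 after centring on the subtype, and 30 and 13 in thinned neurons. Over pooled neurons they were 110 and 486 with at least 3 neurons, 114 and 526 with at least 10, and 117 and 565 with at least 30, where the neurons count as replicates. With at least 10, they were 2 and 869 with nonzero counts set to 1, 43 and 18 in thinned neurons, and 154 positive with depth removed. With each mouse left out, the positive genes ranged from 46 to 65 and the negative from 61 to 240 (63 without replicate 1, 61 without replicate 2, 240 without replicate 5).

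With NA1c added, the 78 positive and 141 negative genes became 472 positive with zeros kept, 484 negative with Spearman's correlation, 1 and 3 after centring on the subtype, and 37 and 21 in thinned neurons. Over pooled neurons there were 267, 282 and 302 negative genes with at least 3, 10 and 30 neurons. With at least 10, there were 0 and 77 with counts set to 1, 47 and 20 in thinned neurons, and 148 and 215 with depth removed. With each mouse left out, the positive genes ranged from 51 to 84 (51 without replicate 4) and the negative from 74 to 263 (78, 74, 82, 74 and 263 without replicates 1 to 5).

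Within NA1a, the 2 positive and 0 negative genes (limma, 211 negative at unadjusted p below 0.05) became 37 and 1 with zeros kept, 17 and 7 with Spearman's correlation, and 24 and 6 with at least 20 neurons. Over pooled neurons they were 101 and 5303 with at least 3 neurons, 93 and 5404 with at least 10, and 94 and 5009 with at least 30. With at least 10, they were 1 and 7460 with counts set to 1, 17 and 10 in thinned neurons, and 57 and 79 with depth removed. With each mouse left out, the positive genes ranged from 0 to 5 (5 without replicate 1, 0 without replicate 2 or 4) and the negative from 0 to 6 (2 without replicate 1 or 5, 6 without replicate 3).

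The correlation of Npy and Gal was 0.536 in pooled thinned neurons, 0.408 in pooled NA1a neurons and 0.300 in pooled NA1b neurons, and reversed to -0.153 with nonzero counts of Gal set to 1, which leaves only depth in its values. That of Npy and Col5a3 was -0.188 with counts set to 1, -0.262 in pooled NA1a, -0.236 in pooled NA1b and -0.458 in pooled NA3 neurons. The direction was kept in 18 of 19 alternatives for Gal and in 19 of 19 for Col5a3. In those over mice, the mean r ranged from 0.231 to 0.703 and from -0.0968 to -0.618, lowest in size within NA1b.

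The low share of NA1b (55.7%, and 53.2% to 65.1% in 7 alternatives) fell to the other side of 50%, to 17.7%, when only neurons with no UMI of Npy counted as low, a narrower definition. With at least 2 UMIs, GFP was found in 1 subtype and tdTomato in 1, against 3 and 4 with at least 1 UMI and above 1000 genes. By Spearman's coefficient the profile correlation of NA1a and NA1b was 0.857 (main value 0.921).

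For the gene families in high against low Npy, the adjusted p of camera in limma (main value in brackets) moved over the threshold of 0.05 within NA1a for neuropeptides (0.251 [0.000533]), potassium channels (0.456 [0.00243]) and ATP synthase (5.64e-08 [0.327]). By fry it did so for neurotrophic factor receptors (0.0249 [0.0710]), the respiratory chain (0.0656 [0.00075]), sympathetic transcription factors (0.0395 [0.0547]) and catecholamine synthesis and release (0.00285 [0.0715]). Averaged natural log values gave 0.0231 for neurotrophic factor receptors and 0.0314 for sympathetic transcription factors, summed UMIs 0.0216 and 0.0169, and centring on the median gene 0.0496 for the latter (limma). Over all alternatives the adjusted p (limma) ranged from 4.95e-07 to 0.251 for neuropeptides, 0.00146 to 0.456 for potassium channels, 5.64e-08 to 0.801 for ATP synthase, 0.0216 to 0.807 for neurotrophic factor receptors, 9.06e-13 to 0.0656 for the respiratory chain, 0.0169 to 0.995 for sympathetic transcription factors and 0.00285 to 0.557 for catecholamine synthesis and release. Within NA1a the direction changed, with no family past the threshold, for neurotrophic factor receptors, sympathetic transcription factors and acetylcholine receptors.

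Not run were count-based tests (the deposited values are natural logs; UMIs recovered from them were summed for limma only), batch 1 alone and leaving out replicates 6 to 8, which were not matched, and at least 20 neurons for the strata within NA1a. Depth limits which genes were tested (mean of at least 0.5 UMIs per 10000).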

Differences from the paper's values

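In this part, the tests chosen only after the results were seen are the partial correlation, averaged natural log values for the families, neurons with more than 1000 genes, and NA3 strata in mice with at least 10 neurons.

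The paper's reported numbers of genes associated with Npy are 114 positive and 527 negative. The test over mice gave 67 positive and 152 negative. The paper's test took neurons of 8 mice as replicates, and this one took 5 mice. Among the alternatives set before the data were examined, those that take the pooled neurons as replicates, as the paper's methods describe, were within 1.5 times the paper's numbers in both directions. They gave 110 and 486 with at least 3 neurons per gene, 114 and 526 with at least 10, and 117 and 565 with at least 30. The other alternatives set then differed from the paper's numbers in both directions by more than 1.5 times. These were zeros kept (593 and 87), Spearman's correlation (63 and 156), centring on the subtype (5 and 2), thinning to 2000 UMIs (30 and 13), at least 20 neurons (75 and 186), and leaving out each mouse (46 to 65 and 61 to 240). With the UMIs per neuron removed by partial correlation in the pooled neurons, a setting chosen after seeing the values, the 154 positive genes were within 1.5 times the paper's number and the 212 negative genes were not. How many of the paper's genes it drops was not counted, since the paper's list of genes was not used here.

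The paper states that no neuron carried the labels of both heart and paw. In the values used here, 1 NA1b neuron had 1 UMI of GFP and 1 of tdTomato. With at least 2 UMIs, or among neurons with more than 1000 genes, there was 0.

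The paper states that most NA1b or NA3 neurons were low or negative for Npy. Of NA1b and NA3 neurons together, 197 of 410 (48.0%) were in the low stratum. That stratum is a fixed share of the ranked neurons and held 218 in all, of which 21 were NA1a. At most 218 of the 410 could therefore be low, and the 197 lie near that limit. With NA1c ranked too, the stratum was larger, and 249 of 410 (60.7%) were low, which is most of them. The joint share thus depends on the neurons ranked, and it cannot decide whether most of these neurons are low. With the first ranking, of NA1b, 162 of 311 were low (52.1%), and of NA3, 35 of 99 (35.4%). Over mice with at least 5 neurons, the low share of NA3 was 40.8%, in the 3 mice with at least 10 it was 26.8%, with limits set within each mouse 37.7%, and in thinned neurons 45.5%.

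The paper states that the pathway of catecholamine synthesis and release goes with high Npy. Of the 16 genes of that family, 5 were higher in the high than in the low stratum, with a median log2 difference of -0.19. The median was 0.02 with averaged natural log values. The paper's value is an enrichment among associated genes and this one a difference between strata.

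The paper states that kainate receptor activity goes with high Npy. The kainate receptor genes had fewer than 3 members past the filter, and Grik5 had a log2 difference of -0.21 (limma adjusted p = 0.576), so that no kainate receptor gene past the filter was called.

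The paper states, of its immunohistochemistry, that all subtypes but NA2 and Glut express high or low Npy. In the values used here, Npy averaged 40.9 ± 8.45 UMIs per 10000 in NA2 (SD, n = 5 mice), and over pooled neurons a UMI of it was found in 83.4% of 175 NA2 and 59.5% of 37 Glut neurons. The stained sections were not analysed here.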

Other observations

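In this part, the tests on doublets, on free RNA spread alike, on the respiratory chain, on labelled neurons outside the 4 subtypes and on the number of GFP neurons were chosen only after the result was seen. So were the decision to rest the comparison of strata, and that of NA1a and NA1c at equal depth, on genes called without the mouse, and the ratio of slopes given for the latter.

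NA3 neurons carried transcripts of satellite glia. Of the 10 satellite glia genes listed, 10 were higher in NA3 than in NA1a in each of 3 mice, with a median log2 difference of 4.22, which is consistent with RNA of satellite glia in the same droplets. Fabp7 is on this list and is also among the genes the paper names. The most abundant were Apoe (159 UMIs per 10000), Dbi (59.8) and Fabp7 (49.9). The list made up 3.29% ± 1.15 of the UMIs of NA3 (SD, n = 3 mice) and 0.112% ± 0.0131 of those of NA1a (n = 5 mice). In each of 5 mice the share in NA3 was at least 23.2 times that in NA1a, which argues against free RNA spread alike over the droplets of a mouse. Doublets of a neuron and a glial cell stay open, since the median UMIs of NA3 neurons exceeded those of NA1a neurons in 2 of 5 mice and doublets of neurons with few UMIs need not exceed them. Without the deepest 10% of neurons the mean share over 5 mice was 3.47%, against 3.73% with them. Glial genes expressed by the NA3 neurons themselves stay open too and were not tested. Of the other lists, 8 of 8 fibroblast genes were higher in NA3 in each of 3 mice (median log2 difference 3.25, Dcn the highest at 13.9 UMIs per 10000), 3 of 6 Schwann cell genes (0.72), 3 of 5 smooth muscle genes (1.00), 2 of 6 immune genes (0.79) and 0 of 5 endothelial genes (0). NA1a neurons had a mean of at least 0.5 UMIs per 10000 for 5 of the 10 satellite glia genes. They did so for 1 of 6 Schwann cell, 2 of 8 fibroblast, 1 of 5 endothelial, 0 of 6 immune and 0 of 5 smooth muscle genes. Whether these UMIs come from the neurons or from free RNA is unknown. How specific the listed genes are to other cells therefore stays open.

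Most genes associated with Npy over the pooled neurons were negative, and with at least 3 neurons per gene the called negative genes had 1 UMI in a median of 53.3% of their neurons, against 20.6% for the positive genes. With neurons thinned to 2000 UMIs, 29.5% of the called genes were negative, against 75.2% for the same neurons and genes at full depth. A difference in depth between neurons may therefore be behind the surplus of negative genes. With depth removed by partial correlation, 57.9% were negative. With every nonzero count of the other gene set to 1, so that its value holds only depth, 51.3% of the 526 negative genes were still called negative. In the subtypes with NA1c the same test gave 9.93%. Over several subtypes, depth can therefore not be told apart from an association of these genes with Npy. The reading of the 51.3% was settled after it was seen. Within NA1a, 96.4% of the 5404 pooled negative genes were still called, so there depth alone would give nearly all of these calls. Their median r was -0.425 with counts set to 1 and -0.368 with the counts. The NA1a neurons of the unmatched mice had less Npy than those of the matched mice (41.6 against 83.5 UMIs per 10000) and fewer UMIs (median 4750 against 8181.5). The pooled counts within NA1a hold this difference between mice. The correlation of Npy itself with the natural log of UMIs per neuron was 0.181 over 634 neurons, and 0.230, 0.365, -0.0156, 0.0631 and -0.0129 in replicates 1 to 5.

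The correlations of Npy with Gal and Col5a3 may hold more than differences between subtypes. After centring on the subtype, the mean r was 0.358 for Gal (0.173 to 0.488, positive in 5 of 5 mice), which argues against differences between subtypes alone. For Col5a3 it was -0.258, negative in 5 of 5 mice, but only -0.0488 and -0.0281 in replicates 1 and 3. Within NA1b, 3 of 5 mice had the sign of the mean for each gene, and the mean r of Col5a3 was -0.0968. For Col5a3, differences between subtypes alone therefore stay open. With every nonzero count of Col5a3 set to 1, the pooled correlation was -0.188, against -0.521 with the counts, which argues against depth alone. A dependence on cell states within a subtype was not tested.

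NA1c neurons have fewer UMIs than NA1a neurons. In 71 pairs of an NA1a and an NA1c neuron of the same mouse with UMIs within 25% of each other, the log2 differences had a slope of 0.784 on those over all neurons, but these genes were called on neurons that include the pairs. The test was then run on genes called without a mouse and read in the pairs of that mouse, where the slope was 0.494 ± 0.141 (SD, n = 5 mice, 0.335 to 0.646). Lower depth as the whole cause was set to give about 0 and no effect of depth about 1, with the limit at 0.5, and against these the slope was read as open. In all neurons of the mouse, where depth is not matched, the slope was 0.680 ± 0.230, so that genes called without a mouse do not reach 1 in it at any depth. Over that value the slope at equal depth was 0.737 ± 0.0481 (0.680 to 0.800 in 5 mice), above the limit in 5 of 5 mice, which argues against lower depth of NA1c as the whole cause. This last of 3 readings was chosen after both slopes were seen, and depth as part of the cause stays open. A biological difference between the subtypes stays open as a hypothesis, since the subtypes were defined on the same neurons.

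Genes that differ between high and low Npy may differ because the strata hold different subtypes. Within NA1a, 312 of 365 called genes (85.5%) had the same direction as over the 3 subtypes, but these genes were called on neurons that include NA1a. With genes called without a mouse and their direction read within NA1a of that mouse, 67.2% ± 8.54 had the same direction (SD, above 50% in 5 of 5 mice, exact sign-flip permutation test p = 0.0625). This lies between the values that were set for differences between subtypes alone and for a difference within NA1a, so the explanations cannot be told apart. The 11 genes called within NA1a are fewer than the median of 103.5 (57 to 197) in 20 draws of as many neurons per mouse and stratum from the 3 subtypes, which argues against the number of neurons as the cause of the low count.

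The respiratory chain genes were higher in Npy high than in Npy low neurons of NA1a, with a median log2 difference of 0.43. In thinned neurons the median was 0.35 (fry of limma, adjusted p = 0.0168), which argues against depth alone. A candidate explanation is a link of Npy with metabolism within NA1a, found and tested on the same neurons.

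Npy is low in NA1b and NA3, which have other depths than NA1a. In thinned neurons, the low share of NA1b exceeded that of NA1a by 61.4 percentage points, in 5 of 5 mice, and that of NA3 by 41.7, in 5 of 5 mice, which argues against lower depth as the cause in either. Of the mice behind the value of NA3, 2 had 9 and 7 NA3 neurons.

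The labelled neurons lay in NA1a, NA1b, NA1c and NA3. Over all labelled neurons, 0.68% of the draws held no neuron outside these subtypes, and 2.41% of those weighted by UMIs. These include 7 neurons with at most 1000 genes, all of them labelled, where no unlabelled neuron had so few, so both shares rest on unlike limits. For the labelled neurons with more than 1000 genes the shares were 2.9% and, weighted, 7.39%. Since the weighted shares lie on both sides of 5%, labels spread by free RNA cannot be told apart from labels of the neurons themselves at this number of neurons. When 6 neurons were drawn from those with tdTomato, 21.3% of the draws held no NA1c neuron, so that too few GFP neurons may be behind the absence of NA1c among them. A difference between heart and front paws stays open in these values, and the paper's staining of neurons traced from each organ was not analysed here.

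Among splits that ignore the mouse of a profile, chance can be excluded as the source of the numbers of genes called, at a share of splits below 0.05. The subtypes were defined on these same neurons, so this is no independent evidence of the grouping. Among 100 splits of the profiles drawn from 126, 1, the real one, gave as many genes for NA1a against NA1b, 1 for NA1a against NA1c, 1 for NA1b against NA1c, 1 for high against low Npy and 1 for the same with NA1c. For NA1a against NA3 and NA1b against NA3 it was 1 of 56 splits each. The largest count in another split was between 86 and 241 genes. When only the groups within mice were exchanged, 1 of 16 such splits, or 1 of 8 with NA3, gave as many genes, where a share below 0.05 is not possible.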
